# Analyzing the soybean transcriptome during autoregulation of mycorrhization identifies the transcription factors GmNF-YA1a/b as positive regulators of arbuscular mycorrhization

**DOI:** 10.1186/gb-2013-14-6-r62

**Published:** 2013-06-18

**Authors:** Sara Schaarschmidt, Peter M Gresshoff, Bettina Hause

**Keywords:** Affymetrix annexin, GeneChip, autoregulation, arbuscular mycorrhiza, CCAAT-binding transcription factor NF-Y, *Rhizophagus irregularis*, *Glycine max *(soybean), quantitative RT-PCR, split-root system

## Abstract

**Background:**

Similarly to the legume-rhizobia symbiosis, the arbuscular mycorrhiza interaction is controlled by autoregulation representing a feedback inhibition involving the CLAVATA1-like receptor kinase NARK in shoots. However, little is known about signals and targets down-stream of NARK. To find NARK-related transcriptional changes in mycorrhizal soybean (*Glycine max*) plants, we analyzed wild-type and two *nark *mutant lines interacting with the arbuscular mycorrhiza fungus *Rhizophagus irregularis*.

**Results:**

Affymetrix GeneChip analysis of non-inoculated and partially inoculated plants in a split-root system identified genes with potential regulation by arbuscular mycorrhiza or NARK. Most transcriptional changes occur locally during arbuscular mycorrhiza symbiosis and independently of NARK. RT-qPCR analysis verified nine genes as NARK-dependently regulated. Most of them have lower expression in roots or shoots of wild type compared to *nark *mutants, including genes encoding the receptor kinase GmSIK1, proteins with putative function as ornithine acetyl transferase, and a DEAD box RNA helicase. A predicted *annexin *named *GmAnnx1a *is differentially regulated by NARK and arbuscular mycorrhiza in distinct plant organs. Two putative *CCAAT-binding transcription factor *genes named *GmNF-YA1a *and *GmNF-YA1b *are down-regulated NARK-dependently in non-infected roots of mycorrhizal wild-type plants and functional gene analysis confirmed a positive role for these genes in the development of an arbuscular mycorrhiza symbiosis.

**Conclusions:**

Our results indicate *GmNF-YA1a/b *as positive regulators in arbuscular mycorrhiza establishment, whose expression is down-regulated by NARK in the autoregulated root tissue thereby diminishing subsequent infections. Genes regulated independently of arbuscular mycorrhization by NARK support an additional function of NARK in symbioses-independent mechanisms.

## Background

Plants have a long success story in hosting microsymbionts in their roots to improve their supply with mineral nutrients, particularly the two important macronutrients phosphate and nitrogen. The arbuscular mycorrhiza (AM) symbiosis, an interaction of plants with fungi of the phylum *Glomeromycota *[1], probably co-evolved with the early land plants around 450 million years ago (for overview see [2]). Nowadays, the majority of land plants can form an AM symbiosis that is characterized by the exchange of phosphate against monosaccharides [3]. Moreover, mycorrhizal plants can also benefit from improved availability of other minerals and water, and from induced abiotic and biotic stress tolerance, all contributing to higher plant biodiversity and productivity of ecosystems [4]. AM fungi are obligate biotrophs colonizing the root cortex of plants where they can form, depending on the plant and fungal species, inter- and intracellular hyphae, highly branched intracellular hyphae called arbuscules and/or intracellular hyphal coils, and vesicles that serve as storage organs (for overview see [5]).

In addition to the wide-spread AM interaction, a few plant families including leguminous and actinorhizal plants have evolved the capability to interact with nitrogen-fixing bacteria like rhizobia and *Frankia*, respectively. The bacterial symbionts are hosted intracellularly in specialized organs called root nodules. Studies on plant genes involved in the establishment of these intracellular root-microbe symbioses indicated a common evolutionary origin. This led to the assumption that genes involved in the AM symbiosis might have been recruited to allow the interaction with nitrogen-fixing bacteria (for review see [6-9]).

In leguminous plants, a whole set of genes are known to be essential to successfully establish the AM symbiosis and the legume-rhizobia symbiosis, referred to here as nodulation (for review see [7-10]). Establishment of both endosymbioses is initiated by an intense signal exchange between the partners. Nod and Myc factors contain lipochitooligosaccharide signals that are perceived by plant receptor kinases (RKs): in the case of nodulation by LysM RK(s) and in the case of an AM symbiosis by a still unknown receptor, which somehow interacts with the Nod factor receptor complex [11]. The signals are further processed by an early common signaling pathway including a plasma membrane-bound leucine rich repeat (LRR) RK that was found to be also essential for actinorhiza formation (for review see [7]). Activation of nuclear cation channels and induction of nucleoporin(-related) proteins are involved in generating specific oscillations of the Ca^2+ ^concentrations in the nucleoplasm and perinuclear cytoplasm in both, AM and nodulation. In both symbioses, the Ca^2+ ^signal is translated by a Ca^2+ ^calmodulin-dependent protein kinase (CCaMK) that activates in interaction with other proteins specific transcription factors (TFs) (for overview see [8-10]).

To reduce carbon losses and to maintain the mutualistic character of the symbioses, the plant tightly controls the infection with both heterotrophic endosymbionts. One common regulatory mechanism that limits the number of successful infection events is called autoregulation (autoregulation of nodulation (AON); autoregulation of mycorrhization (AOM)) (for review see [12-16]). The general autoregulation system of legumes comprises systemic and long-distance feedback inhibition initiated by early signals of the plant-microbe interaction suppressing subsequent infections. The key signal mediator of autoregulation is a CLAVATA1 (CLV1)-like RK, hereafter referred to as NARK (Nodulation Autoregulation Receptor Kinase) [17]. Grafting and split-root experiments revealed that NARK acts in the shoot, limiting infections systemically in the entire root system [18,19]. Mutant plants with defective NARK are characterized by a supernodulating phenotype and a nitrate- and acid-tolerant nodulation [20,21] and can also exhibit increased mycorrhizal colonization and higher arbuscule abundance [22-25]. However, in the AM symbiosis, the effect of autoregulation in the wild-type is often less obvious, because the fungus can spread longitudinally within the root cortex without forming new infections once it has entered the root. Nevertheless, the autoregulation effect becomes apparent in split-root plants in which colonization caused by previous and subsequent infections can be distinguished [26,27].

Nod factor application and cross-infections with rhizobia and AM fungi demonstrated initiation of the general autoregulation system by common early signals [28]. Corresponding to the *Arabidopsis thaliana *CLV system, CLE peptides are suggested as root-derived signals activating NARK in the shoot (for review see [14,15]). However, AM-induced CLEs are so far not described. The shoot-derived inhibitor (SDI), acting downstream of NARK in AON, has been characterized biochemically as a heat-stable, ethanol-soluble, low-molecular weight molecule which is unlikely an RNA or protein [29,30]. A putative receptor of SDI in the root might be encoded by *TML *[31]. NARK is described to affect phytohormone balances including reduction of the shoot-to-root auxin transport and of jasmonic acid biosynthesis in the shoot [32-34]. Recently, it was shown that NARK also affects the ubiquitin-dependent protein degradation pathway via regulation of *GmUFD1a *[35].

Although AON and AOM share common elements, not all *nark *mutants characterized by supernodulation exhibit an equivalent lack of AOM [36]. This indicates the existence of additional factors that are specific in controlling the establishment of both endosymbioses. In the present study, transcriptional changes occurring during mycorrhization in soybean (*Glycine max*) plants were investigated. To find NARK-regulated genes involved in AOM, we performed Affymetrix GeneChip analyses with split-root plants of Bragg wild-type and *nark *mutants partially inoculated with the AM fungus *Rhizophagus irregularis*. Selected NARK-regulated, AM-dependent and AM-independent, genes were verified using RT-qPCR. Among these genes, we identified two putative *CCAAT-binding TF subunits*, named *GmNF-YA1a *and *GmNF-YA1b*, that were downregulated by NARK in an AM-dependent manner. The CCAAT sequence is one of the most common *cis*-acting elements and was found in approximately 30% of 502 eukaryotic promoters [37] (for overview see [38-40]). In higher eukaryotes, CCAAT-boxes are found in all types of promoters, including constitutively expressed and inducible promoters. Proteins that bind to the CCAAT-box or to the inverted box have been characterized *inter alia *for mammals, yeast, filamentous fungi, and plants, and include proteins of the nuclear factor Y (NF-Y) family. DNA binding activities of NF-Ys, which are also called CBFs (CCAAT-binding factors) or HAPs (heme activating proteins), require a high conservation of the five nucleotides. NF-Ys usually act as heterotrimers. Two of the subunits (NF-YB, NF-YC/CBF-A, CBF-C/HAP3, HAP5) form a stable heterodimer, which can then interact with the third subunit (NF-YA/CBF-B/HAP2) allowing binding to the promoter region. In case of yeast, an additional acid subunit, HAP4, activates the HAP2,3,5 complex. In plants, NF-Ys can function in diverse processes (for overview see [41,42]) and a few NF-Y subunits have previously found to be upregulated during root endosymbioses [43-53]. Though, no NF-YA subunit that is involved in AM symbiosis or suppressed during root symbioses has been described so far.

## Results and discussion

### Experimental setup and mycorrhization phenotype of wild-type and *nark *mutant plants

In general, a root system successfully inoculated with an AM fungus consists of colonized as well as non-colonized, but autoregulated roots. To physically separate autoregulated roots from roots containing fungal structures allowing transcript analysis of specifically regulated genes, we used a split-root system (for details see Materials and methods, Figure 1, and Figure S1 in Additional file 1). In the split-root system, one half of the root system of wild-type and *nark *mutant plants was inoculated with *R. irregularis*, while the other half remained non-inoculated. Corresponding controls stayed completely non-inoculated. In contrast to the AON, which is activated very rapidly after inoculation, previous studies indicate that activation of AOM requires a certain level of fungal colonization [54]. Thus, plants for Affymetrix analysis were harvested 19 days after inoculation. The colonization pattern was determined microscopically in cross-sections of root-parts and by fungal transcript analysis in the entire tissue of the root-parts. For the latter, we used the fungal *β-Tubulin *gene *RiBTub1 *[55], which can act as marker for viable fungal structures [56]. Nineteen days after inoculation, the degree of mycorrhization was around 40%, 69%, and 51% in wild-type, nts382, and nts1007 mutant plants, respectively (Figure 2a). Inoculated nts382 root-parts contained significantly more AM fungal structures than corresponding wild-type root-parts. The transcript accumulation of the fungal marker gene *RiBTub1 *in the entire root-part tissue (Figure 2b) correlated well with the degree of mycorrhization analyzed microscopically in cross-sections taken out of the root-parts. Thus, *RiBTub1 *transcript accumulation was subsequently used to quantify fungal colonization.

**Figure 1:**
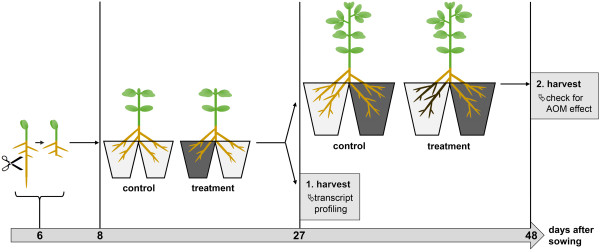
**Setup of split-root experiments**. Seeds of soybean wild-type, nts382, and nts1007 were germinated for 6 days. After cutting off the main root followed by 2 days of recovery, plants were transferred to the split-root system by dividing lateral roots on two pots. In doing so, one root-part of mycorrhizal plants ('treatment') was inoculated with *R. irregularis *(indicated by the dark color); the other root-part stayed non-infected. Control plants remained non-inoculated on both sides. Nineteen days after initial inoculation, part of the plants was harvested for transcript profiling and RT-qPCR analysis (1. harvest). Remaining plants were transferred to bigger pots to inoculate them with *R. irregularis *at another root-part to check for the AOM effect after another 21 days. In addition, in split-root experiments II and III, some of the initially inoculated plants were, without any subsequent inoculation, harvested at approximately 6 weeks after inoculation for further gene expression analysis (not shown). For pictures of plants see Figure S1 in Additional file 1.

**Figure 2:**
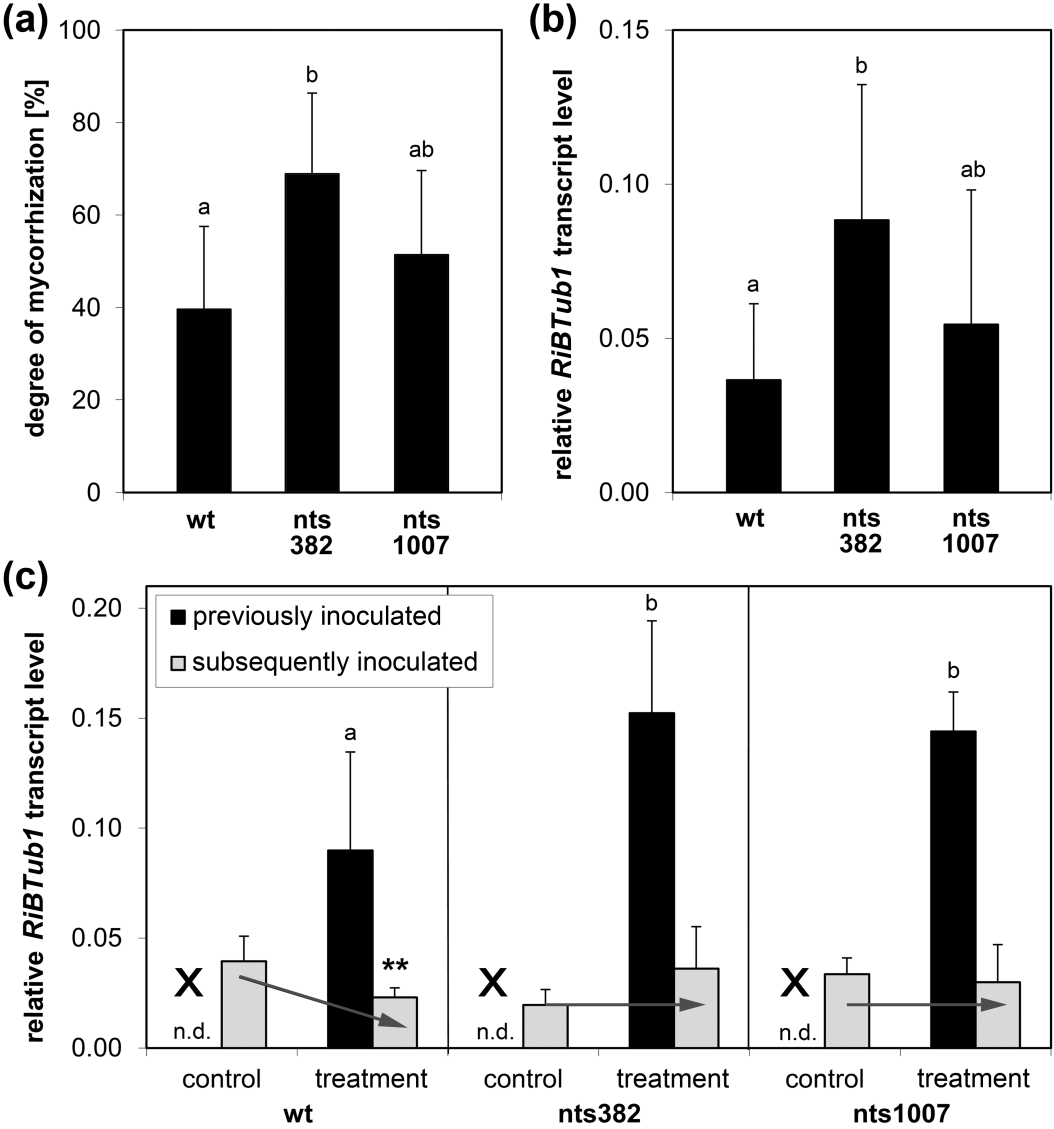
**Mycorrhization phenotype of wild-type, nts382, and nts1007 in the split-root experiment I used for Affymetrix GeneChip analysis**. (**a**, **b**) Colonization of initially inoculated root-parts at time-point of first harvest (= 19 days after inoculation with *R. irregularis*). (**c**) Colonization of both root-parts at time-point of second harvest (= 40 days after previous and 21 days after subsequent inoculation with *R. irregularis*) in either pre-inoculated ('treatment') or non-pre-inoculated ('control') plants. Crosses indicate the missing previous inoculation in case of control plants. The colonization of root-parts by *R. irregularis *was analyzed microscopically after staining of roots (a) and/or by transcript analysis of the fungal marker gene *RiBTub1 *(b, c). Transcript levels of *RiBTub1 *were determined by RT-qPCR and calculated in relation to *GmSUBI-1 *as plant reference gene. All data are given as mean values of six to seven plants + SD. Data of previously inoculated root-parts (a-c) were statistically analyzed by multiple Student's t-tests with Bonferroni correction. Different letters designate significant differences with *P *≤0.05. Data of subsequently inoculated root-parts (c) were pairwise compared between control plants and mycorrhizal plants ('treatment'), each for wild-type (wt), nts382, and nts1007, by the Student's t-test. **P ≤0.01. n.d.: not detected.

To ensure that the autoregulation system was activated at the time-point of first harvest, some of the plants were then inoculated at the second root-part and mycorrhization was analyzed after another 3 weeks. At this time-point, the mRNA level of *RiBTub1 *in the initially inoculated root-parts was significantly higher in both *nark *mutants compared to the wild-type (Figure 2c; 'previously inoculated'). No *RiBTub1 *transcript accumulation was detected in corresponding root-parts of control plants. In the later inoculated root-parts, the *RiBTub1 *mRNA level indicates that subsequent infections led to approximately 40% lower colonization rates in wild-type plants previously inoculated at the other root-part compared to wild-type plants without previous infection (Figure 2c; 'subsequently inoculated'). In contrast, both *nark *mutants, nts382 and nts1007, showed a defective autoregulation. Here, the *RiBTub1 *transcript level was not affected by previous inoculation. For validation of NARK-regulated gene expression, the experiment was repeated twice (split-root experiment II and III) reflecting the mycorrhization phenotypes and the AOM effect found in the split-root experiment I (Figure S2 in Additional file 1).

For the *nark *mutant nts1007 a missing autoregulation has been previously described for nodulation as well as for mycorrhization [17,22]. This mutant has a nonsense mutation that truncates the RK protein at glutamine residue 106 (Q106*) eliminating most of the LRRs and the entire kinase domain [17]. In contrast, the nts382 mutant (Q920*) has a nonsense mutation in the C-terminal part of the kinase domain [17] and might still exhibit some kinase activity. Previous studies on the *En6500 *mutant (K606*) and some other uncharacterized *nark *mutants of the soybean cv. Enrei indicated a lacking AOM in these supernodulating mutants, suggesting that a lower NARK activity is sufficient to trigger AOM than AON [36]. However, in the present study, we found the Bragg *nark *mutant nts382 to be, in addition to the defective AON [17], also severely affected in AOM (Figure 2, Figure S2 in Additional file 1). Because in nts382 the truncated NARK contains even more of the kinase domain than in *En6500*, differences in AOM between *nark *mutants of Bragg and of Enrei might somehow be rather cultivar-related.

Because *nark *mutants are characterized by a nitrogen tolerant nodulation, we additionally analyzed the mycorrhization phenotype under different phosphate and nitrogen supply conditions (Figure S3 in Additional file 1). In wild-type plants, AM fungal colonization was suppressed by increasing fertilization with phosphate. In addition, both *nark *mutants showed a decrease in mycorrhizal colonization in response to increasing levels of phosphate (Figure S3a in Additional file 1). Under the tested conditions, however, a suppression of the mycorrhizal colonization by nitrogen was not found - neither in *nark *mutants nor in the wild-type (Figure S3b in Additional file 1). The lower mycorrhization under strong nitrate limitation might be caused by reduced carbon supply of the fungus as plants showed chlorosis and growth reduction (Figure S3c in Additional file 1).

### Analyzing the soybean transcriptome during AOM by the Affymetrix GeneChip

Transcript profiling using the Affymetrix GeneChip for soybean was conducted with material of Bragg wild-type and of the *nark *mutant nts1007, both genotypes either non-inoculated or partially inoculated with *R. irregularis*. The *nark *mutant nts1007 was previously shown to be defective in AOM [22] and used for Affymetrix analysis of nodulated seedlings [32]. To find genes regulated by AM and NARK, the Affymetrix data were screened by (multiple) pairwise comparisons using the dChip software [57] as described in the Materials and methods section.

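NARK itself is read by the probe set Gma.8483.1.S1_at. In roots its signal lay between 858 and 1734 on the arrays of Bragg wild-type plants and between 596 and 922 on those of nts1007 plants. In shoots it lay between 242 and 447 in wild-type and between 194 and 345 in nts1007. The allele of nts1007 carries a nonsense mutation, so its transcript can still be present and these signals check the genotype labels only weakly.

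The GeneChip holds sets of short probes that hybridise with labelled transcripts, and each probe set yields 1 signal per array. Plants with a split root system were either left without the fungus (control) or inoculated with R. irregularis on 1 root-part only (treatment), and were harvested 19 days after inoculation. There were 10 groups of 3 arrays (n = 3). They were control roots, mycorrhizal (myc) root-parts, non-mycorrhizal (non-myc) root-parts, control shoots and treatment shoots of wild-type and of nts1007. Of 37763 probe sets in the table, 37593 are soybean probe sets. In the platform annotation 8677 of these have 1 gene, 370 have several and 28546 have none listed, and a probe set without a listed gene is given here by its ID. Only 1676 carry a gene symbol other than a locus number.

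The values analysed are the authors' deposited signals, linear intensities for which the submitters' processing notes name MAS5. Their 2% trimmed mean lies between 500.13 and 500.159 on every array, so the arrays share a common scale. They are not the dChip model values of the comparisons in the paper. Signals below 1 were set to 1 and log2 was taken. Root and shoot arrays were fitted separately with limma, and p was adjusted by the Benjamini-Hochberg method over the 37593 soybean probe sets. A probe set passed the test at an adjusted p under 0.05. Background was taken as the 25th percentile of the soybean probe sets of an array, which ranged from 53.4 to 72.3. Where a group lay at or below background on every array, a change is given as at least a certain fold, and no fold is given where both groups did. On log2 values the lowest correlation between arrays of a group was 0.959. With 3 arrays per group the number of plants limits the precision, and an exact permutation test of 3 against 3 cannot go below p = 0.1.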

The colonization of wild-type and nts1007 roots with *R. irregularis *resulted in a local, more than two-fold upregulation of 110 and 98 genes, respectively (Figure 3a). 

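A sugar transporter, enzymes of hormone and lipid metabolism and a membrane channel were among the genes with higher signals in colonised root-parts. SWEET13 (GmaAffx.22120.1.S1_at), of the SWEET family of sugar transporters, had a signal of 210.4 ± 84.1 (SD, n = 3) in wild-type myc root-parts and 166 ± 40.8 (SD, n = 3) in those of nts1007. In control roots it lay below background, so the increase was at least 3.64-fold in wild-type (adjusted p = 0.000437 from limma) and at least 2.70-fold in nts1007 (adjusted p = 0.000292 from limma). Both probe sets of GA2OX8, a gibberellin 2-oxidase that inactivates gibberellins, rose in both genotypes. GmaAffx.87970.1.A1_at reached 215 ± 72.2 in wild-type and 253 ± 85.7 in nts1007 (SD, n = 3), at least 3.80-fold and at least 4.05-fold above control roots. The other GA2OX8 probe set, GmaAffx.47138.1.A1_at, had a log2 fold change of 2.16 in wild-type (adjusted p = 0.00178 from limma). N-26 (Gma.20.1.S1_at), nodulin 26, a channel protein of the symbiosome membrane, rose at least 3.50-fold in wild-type (adjusted p = 0.000760 from limma) and had a log2 fold change of 2.10 in nts1007 (adjusted p = 0.00120 from limma).

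Some of the probe sets that rose have no listed gene. GmaAffx.32123.1.S1_at rose from below background to 7606 ± 2449 in wild-type and 7614 ± 2104 in nts1007 (SD, n = 3), at least 135-fold and at least 124-fold. GmaAffx.58326.1.A1_at rose from below background to 5101 ± 1763 (SD, n = 3) in wild-type myc root-parts, at least 89.9-fold. Both were singled out after their values had been seen. In nts1007, GSTU37 (Gma.8517.1.S1_at), a tau-class glutathione S-transferase, rose from 119 ± 7.92 in control roots to 1718 ± 930 (SD, n = 3; adjusted p = 0.000326 from limma). In wild-type the same probe set passed the test against control roots (adjusted p = 0.00488 from limma) and not against non-myc root-parts (adjusted p = 0.0963 from limma). SC-03 (Gma.8489.1.S1_at) rose in nts1007 from 321 ± 10.9 to 1505 ± 85.0 (SD, n = 3). Smaller changes under 2-fold passed the test for ACCC-3 (Gma.181.1.S1_at) and ACCB-2 (Gma.16819.1.S1_at), subunits of the plastid acetyl-CoA carboxylase of fatty acid synthesis, with log2 fold changes of 0.59 and 0.54 in wild-type and 0.64 and 0.71 in nts1007. DXR1 (Gma.3107.1.S1_at), of the plastid pathway to isoprenoids, had 0.36 in wild-type, and MT2 (Gma.704.2.S1_a_at), a metallothionein, had 0.73 in nts1007.

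A local response was counted at a fold above 2 and an adjusted p under 0.05 against control roots and against non-myc root-parts, and in nts1007 also against wild-type control roots. By this count 124 probe sets rose in wild-type and 108 in nts1007. Against control roots alone 268 probe sets were higher and 85 lower in wild-type, and 218 higher and 32 lower in nts1007, with no fold limit. ACSL2 (GmaAffx.40069.1.A1_at), a long-chain acyl-CoA synthetase, was among those of wild-type at 84.2 ± 30.4 (SD, n = 3; adjusted p = 0.0230 from limma), and without replicate 1 of the wild-type myc root-parts its adjusted p was 0.128, without replicate 2 of them 0.0587, and without replicates 2 or 3 of the control roots 0.106 or 0.0829. The counts fell to 82 without replicate 1 of the wild-type myc root-parts and to 71 without replicate 1 of those of nts1007, while the methods' thresholds without adjustment gave 195 in wild-type and a fit of only the groups compared gave 63 in nts1007.

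**Figure D1:**
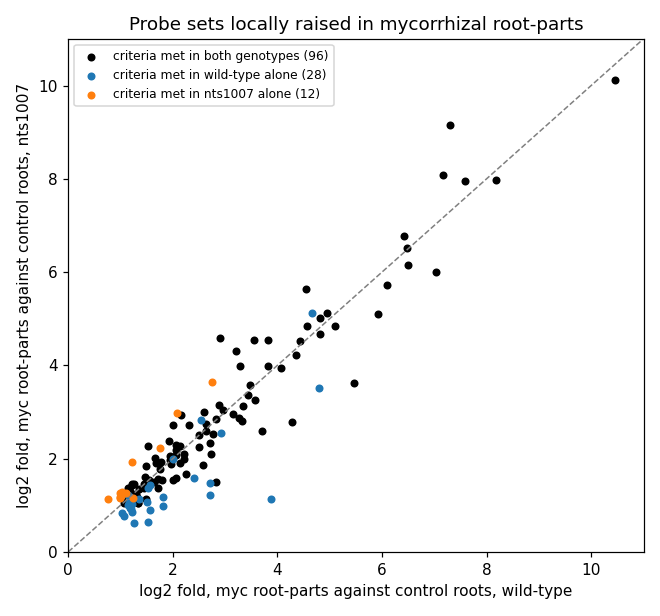
Log2 fold change of myc root-parts against control roots in wild-type (horizontal axis) and nts1007 (vertical axis) for the locally raised probe sets. Each point is 1 probe set, coloured by whether it was called in both genotypes (96), in wild-type alone (28) or in nts1007 alone (12), and the dashed line marks equal change.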

Few genes were found to be downregulated in mycorrhizal wild-type or nts1007 roots. 

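LOC100306554 (Gma.2731.2.A1_x_at) was the locally lowered probe set of wild-type with a listed gene. Its signal was 434 ± 59.0 in control roots, 412 ± 8.12 in non-myc root-parts and 207 ± 27.7 in myc root-parts (SD, n = 3), a log2 fold change of -1.07 against control roots (adjusted p = 0.0307 from limma). Gma.6489.1.S1_at had a signal of 5982 ± 440.1 in control roots and 1356.5 ± 1238 in myc root-parts (SD, n = 3), a log2 fold change of -2.56 (adjusted p = 0.0116 from limma). GmaAffx.39593.1.S1_at and Gma.7567.1.S1_at, both well above background, had log2 fold changes of -1.12 and -1.05. In all 10 probe sets were lowered in wild-type and 2 in nts1007. Gma.6489.1.S1_at had -1.22 in nts1007 without passing the test there (adjusted p = 0.348 from limma). Of the 10 probe sets 4 lay at or below background in the control roots of both genotypes, and the nts1007 probe sets GmaAffx.7767.1.S1_at and GmaAffx.6333.1.S1_at lay there in every root group, so that no fold is given. These probe sets were named after their values had been seen, since the annotation has no informative symbol for them.

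The wild-type count was 0 without replicate 2 of the wild-type control roots, 2 without replicate 3 of them, 5 or 6 without replicates 1 or 2 of the wild-type non-myc root-parts and 6 without replicate 1 of the myc root-parts, and the methods' thresholds without adjustment gave 35. The nts1007 count ranged from 0 to 6 when single arrays were left out: it was 6 without replicate 3 and 5 without replicate 1 of its myc root-parts, 1 without any single array of its control roots, 0, 1 or 0 without replicates 1, 2 or 3 of its non-myc root-parts, and 1, 0 or 1 without replicates 1, 2 or 3 of the wild-type control roots.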

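LOC100810724 (Gma.789.1.S1_at) rose from background-level control roots at least 3.59-fold in wild-type and at least 2.89-fold in nts1007. LOC100799621 (GmaAffx.67572.1.A1_at) reached a signal of 1517 ± 479 in wild-type and 1389 ± 273 in nts1007 myc root-parts (SD, n = 3), at least 26.9-fold and at least 22.9-fold above background-level control roots. Among smaller changes, LOC100803079 had log2 fold changes of 2.95 and 3.03, LOC100809492 of 2.06 and 2.30 and LOC100795373 of 1.35 and 1.36 in wild-type and nts1007. These genes were named after their values had been seen and carry no symbol other than a locus number.

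Of the locally raised probe sets 96 met the criteria in both genotypes. Independent lists of these sizes would share 0.356. In 20 simulations without any change 0 were shared. Almost no probe set can be called in data without a change, so these simulations say nothing about the overlap. The median fitted log2 fold change of the 96 was 2.50 in wild-type and 2.35 in nts1007, with 43 of them at or below background in the control roots of both. The comparison of nts1007 with wild-type control roots uses arrays of both lists, and without it the number shared was also 96. Of the 28 probe sets called in wild-type alone every one was higher in nts1007 myc root-parts too, with log2 fold changes from 0.61 to 5.13. Of the 12 called in nts1007 alone every one was higher in wild-type, with log2 fold changes from 0.75 to 2.75. For no soybean probe set did the local response differ between the genotypes (0 at an adjusted p under 0.05 from limma, smallest adjusted p among these probe sets 0.616). At an unadjusted p under 0.05 the number was 2616, where a share of 0.05 of the 37593 soybean probe sets is expected without any difference. An unadjusted P of 0.1 or less on linear values (unpaired, not exact) with a change of at least 1.5-fold gave 2285. This P is for the difference of linear differences, and the change is a ratio of ratios. At that P alone a share of 0.1 is expected without any difference.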

Most of the locally induced genes seemed to be regulated independent of NARK because 79 of them were found to be upregulated in mycorrhizal wild-type and *nark *mutant roots. Twenty-five genes were >5-fold and eight genes were between 20- to 200-fold higher in mycorrhizal roots of wild-type and nts1007 plants compared to non-inoculated roots. 

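From control roots at or below background, GmaAffx.35465.1.A1_at rose at least 5.30-fold in wild-type and at least 4.93-fold in nts1007, and Gma.5121.1.A1_at at least 15.2-fold and at least 16.8-fold. Gma.1937.1.S1_at rose to 3318 ± 1237 (SD, n = 3) in wild-type myc root-parts, at least 57.9-fold above control roots, and at least 48.5-fold in nts1007. LOC100306108 rose at least 5.62-fold and at least 6.71-fold. All were named after their values had been seen.

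By the fitted values 45 probe sets rose more than 5-fold in both genotypes and 13 rose between 20- and 200-fold. Of the 96 probe sets raised in both genotypes 43 lay at or below background in the control roots of both, so these classes rest in part on fitted changes against background-level signals. From the number of genes induced in both genotypes, the paper proposes that most of the local induction does not depend on NARK.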

Most of the locally AM-induced genes are putatively involved in metabolism (24 genes common in both genotypes) and secondary metabolism (11 genes); the others are predicted to belong to eight more categories (for further information see Table S1 in Additional file 2). 

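Gene lists built from the annotated symbols were tested with camera against all other soybean probe sets, and with fry against no change. Among 10 probe sets of SWEET transporters, SWEET13 was the 1 member past the test in each genotype (median log2 fold change of the list 0.30 in wild-type and -0.17 in nts1007). Among 59 probe sets of glutathione S-transferases, enzymes that conjugate glutathione to reactive compounds, GSTU37 was the 1 member that rose in each genotype. Among 23 probe sets of nodulins 2 rose in wild-type, N-26 and N-21. N-21 (Gma.23.1.S1_at) rose at least 4.23-fold (adjusted p = 0.0120 from limma), and in nts1007 N-26 alone passed the test. Of 74 probe sets of flavonoid and isoflavonoid synthesis 1 rose in nts1007, CHR4 (Gma.9686.1.S1_at), a chalcone reductase, with a log2 fold change of 0.66 (adjusted p = 0.0325 from limma). Of 44 probe sets of aquaporins 1 fell in wild-type, PIP2-9 (Gma.2495.1.S1_at), with a log2 fold change of -0.84 (adjusted p = 0.00449 from limma). Of the transcription factors, MYB11 (GmaAffx.70592.1.A1_at) rose at least 2.32-fold and WRKY4 (GmaAffx.12741.1.A1_at) fell to below background in wild-type, as 1 of 109 and 1 of 104 probe sets of their lists.

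Most probe sets of the photosynthesis list had lower means in colonised root-parts, but the shift of the list passed by 1 of the 3 list tests alone. The 24 probe sets of that list, fixed as markers of shoot tissue and covering light-harvesting proteins, Rubisco activase and magnesium chelatase, had a median log2 fold change against control roots of -0.75 in wild-type and -0.66 in nts1007. The list shift had an adjusted p of 0.000204 and 1.67e-05 (camera with a preset correlation), of 0.746 and 0.496 with an estimated correlation, and of 0.435 and 0.389 by fry. No single member passed the limma test over all probe sets, 4 fell and 1 rose in wild-type and 7 fell in nts1007 when adjusted over the list alone, and at an unadjusted p under 0.05 there were 9 lower and 1 higher in wild-type and 10 lower in nts1007.

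GASA genes, small gibberellin-regulated peptides with 20 probe sets, had a median of -0.36 in nts1007 (adjusted p = 8.26e-06 with the preset correlation and 0.496 with an estimated correlation), with 0 members past the limma test, 2 lower when adjusted over the list alone and 8 lower at an unadjusted p under 0.05. In wild-type their median was -0.19 (adjusted p = 0.0670). The shift in nts1007 was not confined to colonised root-parts: in its non-myc root-parts the median against control roots was -0.33 (adjusted p = 1.04e-05 with the preset and 0.359 with an estimated correlation), and between myc and non-myc root-parts it was -0.07 (adjusted p = 0.782 with the preset correlation). Both comparisons with control roots used the same control arrays, so a deviation of these arrays alone would give a shift in both. Protease inhibitors, 11 probe sets, had a median of 0.45 in wild-type myc against non-myc root-parts (adjusted p = 0.00115 with the preset and 0.478 with an estimated correlation). Against control roots of wild-type no list shift passed in cytochrome P450 genes (54 probe sets, median 0.19), bZIP factors (99, median -0.02), NAC factors (41, median 0.10), PHR factors of the phosphate starvation response (10, median 0.13), heat shock genes (34, median 0.11), defence genes (30, median 0.09, mean -0.18), expansins (6, median -0.29) and ribosomal proteins (10, median -0.05). Of these lists 3 passed in nts1007 with the preset correlation and not with an estimated correlation, namely NAC factors (adjusted p = 0.00421 and 0.672), heat shock genes (0.0227 and 0.496) and expansins (0.0374 and 0.496). The same held there for glutathione S-transferases (median 0.07, adjusted p = 0.00165 and 0.496) and WRKY factors (median 0.08, 0.00412 and 0.496). Aquaporins shifted down (median -0.11, 0.00669 and 0.496), and 1 probe set of MYB factors fell in nts1007. NAC factors and heat shock genes shifted as much in the non-myc root-parts of nts1007 (median 0.14 and 0.17, adjusted p = 0.00448 and 0.000202 with the preset correlation), and between its myc and non-myc root-parts their medians were -0.08 and -0.06. Here too the comparisons share the control arrays. Of 304 list tests 55 passed with the preset correlation, and 0 with an estimated correlation or by fry. The symbol lists were written after the annotation had been seen and before any value had been tested, and annexins, phosphate transporters and NF-Y factors had too few symbols (3, 3 and 2 probe sets) for a list test.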

The upregulation of a whole set of genes of diverse functional categories is consistent with previous gene expression studies of mycorrhizal roots of other leguminous and non-leguminous plant species, such as *Medicago truncatula *[58-60], *Lotus japonicus *[61-63], or rice [64], reflecting the strong reprogramming of root tissue interacting with AM fungi.

**Figure 3:**
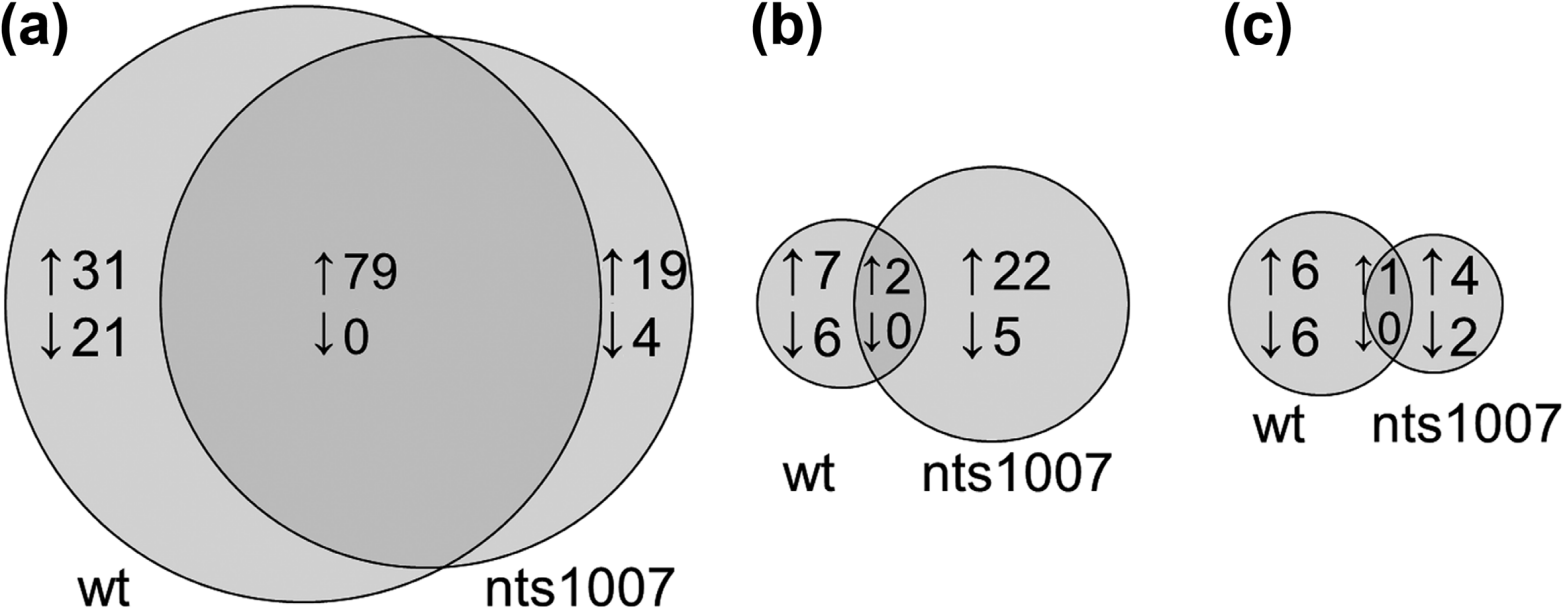
**Effect of *R***. *irregularis *on local and systemic gene expression in wild-type and nts1007. (**a**) Number of genes regulated locally by *R. irregularis *in wild-type (wt) and nts1007 roots. (**b**, **c**) Number of genes regulated systemically by *R. irregularis *in shoots (b) and non-inoculated root-parts (c) of wild-type and nts1007 plants. Affymetrix gene expression analysis was done for plants of the split-root experiment I harvested 19 days after initial inoculation (see Figure 1). Left circles and right cycles indicate AM-regulated genes in wild-type and nts1007, respectively, whereas overlaying areas indicate genes that fulfill the criteria in both genotypes. Criteria for all comparisons were >2-fold changes with *P *≤0.1 for all unpaired and paired t-tests performed with dChip (*n *= 3). ↑: upregulated genes ↓: downregulated genes.

In contrast to the strong changes in gene expression of mycorrhizal root tissue and to a previous analysis on systemic changes in mycorrhizal *M. truncatula *[63], only some soybean genes were found to show a systemic AM-response in shoots and/or non-colonized root-parts of mycorrhizal plants under the given criteria (Figures 3b and 3c). 

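In non-myc root-parts of nts1007, PPCK1 (Gma.1263.1.S1_at), a kinase that activates phosphoenolpyruvate carboxylase, had a signal of 806 ± 231 against 360.1 ± 44.8 in control roots (SD, n = 3), a log2 fold change of 1.12 (adjusted p = 0.0498 from limma). In wild-type it had 499 ± 41.2 against 312 ± 44.4 (SD, n = 3; adjusted p = 0.690 from limma). GmaAffx.11399.1.S1_at, with no listed gene, had 1359.6 ± 522 against 401 ± 77.9 in nts1007 (SD, n = 3; adjusted p = 0.0223 from limma). The NF-YC probe set GmaAffx.66953.1.S1_at was also called there at signals below background. In shoots of nts1007, LOC100783357 (GmaAffx.80747.1.A1_at) rose from 101 ± 15.3 in control plants to 399 ± 157 in mycorrhizal plants (SD, n = 3; adjusted p = 0.00731 from limma), and its log2 fold change was 1.92 in nts1007 and 1.52 in wild-type (adjusted p = 0.0728 from limma). LOC732549 and LOC100810893 rose by 1.57 and 1.16 on the log2 scale.

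A systemic response was counted at a fold above 2 and an adjusted p under 0.05 against control tissue, and in nts1007 also against control tissue of wild-type. It was found in 0 probe sets of wild-type roots, 3 of nts1007 roots, 0 of wild-type shoots and 11 of nts1007 shoots, of which 8 were higher and 3 lower. At an unadjusted p under 0.05, 2639 and 3539 probe sets differed in wild-type roots and shoots. Without any change a share of 0.05 of the 37593 soybean probe sets is expected there. The methods' thresholds without adjustment called 216 and 164. PPCK1 had an adjusted p of 0.0959, 0.235 and 0.252 without replicates 1, 2 and 3 of the nts1007 control roots, and 0.139 and 0.205 without replicates 2 and 3 of the non-myc root-parts. The 3 of nts1007 roots became 1 without any single array of the control roots of nts1007, without replicates 2 or 3 of its non-myc root-parts or of the wild-type control roots, and 5 without replicate 1 of its non-myc root-parts. The 11 of nts1007 shoots became 0 without replicate 1 of the wild-type control shoots or replicate 3 of the nts1007 treatment shoots, 18 without replicate 1 of the latter, 4 and 1 without replicates 2 and 3 of the wild-type control shoots, and 4 and 3 without replicates 1 and 2 of the nts1007 control shoots. Wild-type roots gave 6, 4 and 2 without replicates 1 and 2 of the control roots and replicate 3 of the non-myc root-parts, and wild-type shoots gave 1 without replicate 2 of the treatment shoots.

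On replicate 1 of the nts1007 non-myc root-parts the genes that marked colonisation were slightly raised. Over 19 probe sets with a log2 rise above 4 in both genotypes, the median signal there was 1.29% of the rise in myc root-parts, with 17 of 19 above the control mean, against 0.225% and 0.0569% on the other arrays of that group and between -0.223% and 0.0223% on those of wild-type. Control roots of both genotypes ranged from -0.189% to 0.339%, so only the 1.29% lay above all of them. This measure was chosen after the values had been seen.

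**Figure D2:**
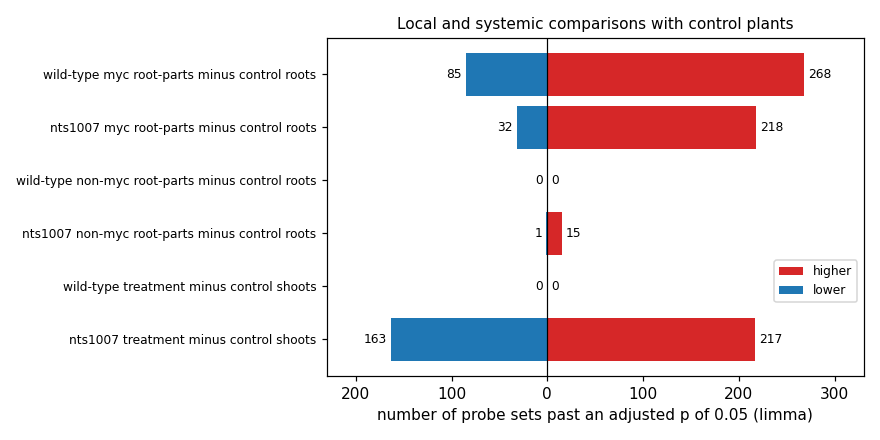
Number of probe sets higher (red bars, to the right) and lower (blue bars, to the left) at an adjusted p under 0.05 from limma, with no fold limit, in comparisons of mycorrhizal with control plants. Wild-type non-myc root-parts and shoots have 0, nts1007 shoots have 217 higher and 163 lower.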

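Responses of single genes in shoots of nts1007 ran in both directions. SEOS (Gma.7880.1.S1_at), a sieve element occlusion gene, had a signal of 60.2 ± 12.9 in treatment and 285 ± 29.4 in control shoots (SD, n = 3), a log2 fold change of -2.26 (adjusted p = 0.0154 from limma). In wild-type it was -0.65 (adjusted p = 0.593 from limma). CCS (Gma.8498.1.S1_at), the copper chaperone of superoxide dismutase, fell from 1075 ± 184 to 370.0 ± 53.8 (SD, n = 3; adjusted p = 0.0152 from limma), and SOD1 (Gma.15464.2.S1_at), a superoxide dismutase, fell by 0.73 on the log2 scale. ADH2 (Gma.4097.1.S1_at), an alcohol dehydrogenase, fell from 5858 ± 346 to 3074 ± 430.0 (SD, n = 3; adjusted p = 0.00891 from limma), against a log2 fold change of -0.54 in wild-type (adjusted p = 0.250 from limma). ADC, arginine decarboxylase of polyamine synthesis, ELIP, an early light-induced protein, and SIP1-6, an aquaporin, fell by 0.87, 0.74 and 0.73 on the log2 scale. MYB173, LCL3 and MYB12A fell by 0.93, 0.97 and 0.72. MS (Gma.8130.1.S1_at) rose from 70.0 ± 10.1 to 294 ± 179 (SD, n = 3; adjusted p = 0.0339 from limma), and smaller increases of 0.69, 0.66, 0.59, 0.56 and 0.39 on the log2 scale were those of CRK39, a cysteine-rich receptor-like kinase, NAC34, a NAC factor, GST24, a glutathione S-transferase, HIR1, a hypersensitive-induced reaction gene, and GLYII-6, a glyoxalase II.

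In all 217 probe sets were higher and 163 lower in shoots of nts1007 treatment plants than of control plants with no fold limit, and 0 in wild-type. The test of the difference itself found 0 probe sets whose shoot response and 0 whose non-myc root-part response differed between the genotypes (limma, adjusted p under 0.05). At an unadjusted p under 0.05 there were 3459 and 3659, where a share of 0.05 of the 37593 soybean probe sets is expected without any difference. An unadjusted P of 0.1 or less on linear values (unpaired, not exact) with a change of at least 1.5-fold gave 2316 and 2382. At that P alone a share of 0.1 is expected without any difference, and P and the change measure different quantities here, as for the local response. MYB186 (GmaAffx.6637.1.S1_at), a MYB factor, was lower in nts1007 non-myc root-parts (141 ± 33.4) than in control roots (336 ± 55.3; SD, n = 3; adjusted p = 0.0223 from limma). Without replicate 2 of the nts1007 control shoots the adjusted p was 0.0755 for SEOS, 0.0716 for CCS, 0.0599 for ADH2 and 0.0998 for MS. It was also above the threshold for SEOS, CCS and MS without replicate 1 of those shoots (0.0512, 0.0601 and 0.110) or replicate 3 of the treatment shoots (0.0656, 0.0653 and 0.113), for MS without replicate 3 of the control shoots (0.0773), and for MYB186 without replicates 1 or 3 of the nts1007 control roots (0.151, 0.152) or replicates 1 or 2 of the non-myc root-parts (0.0853, 0.0531).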

The overall expression patterns of most of these genes, however, hardly indicate a putative regulation by NARK (data not shown). Thus, to find additional candidates potentially regulated by NARK, the criteria of pairwise comparisons were weakened and putative NARK-regulated genes controlled in a rather AM-independent manner were included. The Affymetrix data were screened again by performing multiple pairwise comparisons with dChip and by using the clustering software CLANS [65]. A distinct gene cluster reflecting a putative regulation by NARK was not found by CLANS. However, using CLANS to screen the genes for a specific expression pattern, we found mostly the same genes as found by the multiple pairwise comparisons with dChip. After screening, candidates for further analysis were selected manually due to their overall expression pattern within all samples that indicate a putative AM-dependent or AM-independent regulation by NARK (further information is provided in Table S2 in Additional file 2). Among these candidates, several genes were identified with a putative function as early nodulin, TF, zinc finger protein, cytochrome P450, calmodulin, pathogenesis-related protein, and with transport function including a putative upregulated amino acid transporter (Glyma19g22590).

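Differences between wild-type and nts1007 passed the test for few probe sets in any single group. GmaAffx.85545.1.S1_at, with no listed gene, had a signal of 543 ± 72.6 in non-myc root-parts of wild-type and 982 ± 132 in those of nts1007 (SD, n = 3), a log2 difference of -0.85 (adjusted p = 0.0344 from limma). GmaAffx.65063.1.S1_at had 1118 ± 11.3 and 1632 ± 112 (SD, n = 3; adjusted p = 0.0240 from limma). GmaAffx.79090.1.S1_at lay at or below background in non-myc root-parts of both genotypes, so no fold is given. In control roots LOC100796665 (GmaAffx.56672.1.S1_at) had a signal of 711 ± 339.5 in wild-type and 55.5 ± 33.7 in nts1007 (SD, n = 3; adjusted p = 0.0147 from limma). Its signal was 1259 ± 213 in non-myc root-parts of nts1007 (SD, n = 3). MYB186 was lower in wild-type than in nts1007 control roots, at 132 ± 25.5 against 336 ± 55.3 (SD, n = 3). Gma.12173.1.S1_at was higher in wild-type control roots, at 5316 ± 1172 against 2372 ± 609.6 (SD, n = 3; adjusted p = 0.0324 from limma).

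In all 1 probe set was higher and 6 were lower in wild-type than in nts1007 in non-myc root-parts, 0 and 3 in treatment shoots, 2 and 3 in control roots, 2 and 5 in control shoots and 1 and 1 in myc root-parts, at an adjusted p under 0.05 from limma with no fold limit. The total was 461 in control roots without replicate 1 of wild-type, 15 without replicate 2, 2 without replicate 3 and 0 or 1 without replicates 1 or 3 of nts1007. It was 186 in treatment shoots without replicate 3 of wild-type, with 124 higher and 62 lower in wild-type, and 5 without replicates 1 or 3 of nts1007. In non-myc root-parts it was 2 or 3 without replicates 1 or 2 of wild-type and 4 or 2 without replicates 1 or 2 of nts1007. In control shoots it was 14 or 2 without replicates 1 or 3 of wild-type and 0 or 3 without replicates 2 or 3 of nts1007, and in myc root-parts 10 without replicate 1 of wild-type and 1, 1 or 0 without replicates 1, 2 or 3 of nts1007. The table of candidates used here lists 81 probe sets, which the study chose on these samples, so their directions are not independent evidence. Of these 2 passed the test in non-myc root-parts and 3 in treatment shoots, all lower in wild-type, and 1 in control roots and 3 in control shoots, also lower.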

### NARK-regulated candidate genes validated by RT-qPCR

For a first validation of the selected candidates, we used other plants of the first experiment (split-root experiment I) than those used for the Affymetrix analysis. Candidates showing different mRNA levels in shoots and/or non-colonized root-parts of inoculated wild-type compared to nts1007 plants were analyzed in more detail (Table S2 in Additional file 2 see also Figure S4 in Additional file 1). If the expression pattern in all treatments - including nts382 and non-inoculated control plants - indicated a regulation by NARK, gene expression was validated in plant material of at least two independent experiments in total. Nine genes were found to be differently expressed (with *P *≤0.05) in wild-type and both *nark *mutants (Table 1). For several others, including, for example, predicted *NAC TFs*, *transporters*, and a gene involved in abscisic acid biosynthesis, qRTâ€�PCR data might point to a NARKâ€�regulation (Table S2 in Additional file 2). However, further analyses are required to support such a regulation for these genes. One of the nine verified genes, Glyma15g15171, that encodes a protein of unknown function, had higher transcript levels in the shoots of wild-type plants than in *nark *mutants (Figure S5a in Additional file 1). For all others, mRNA levels were lower in wild-type than in *nark *mutants; mostly in roots or in both, roots and shoots. NARK regulation was also found at 40 days after inoculation (Figures S6a-f in Additional file 1). Most of the validated genes did not show significant AM-dependency of NARK regulation; one putative *annexin *was AM-induced in roots but NARK-suppressed in shoots, and two putative *TFs *were identified as NARK-regulated in an AM-dependent manner (see below).

**Table 1:** Validated NARK regulation of soybean genes in *R.*

Gene locus	Affymetrix probe set(s)	Predicted gene function/Name	wt/*nark *(Affymetrix)^a^		wt/*nark*_¬ _(RT-qPCR)^b^	
				
			Shoots	Roots	Shoots	Roots
Glyma15g15171	GmaAffx.30002.1.S1_at	Unknown	**1.86**	0.80	**1.97**	n.a.

Glyma18g17440	Gma.7686.1.S1_at	Ornithine acetyl transferase	**0.17**	**0.12**	**0.028**	**0.0065**

Glyma02g11150 [UniGen:EU669879]	GmaAffx.82595.1.S1_at GmaAffx.82595.2.S1_at	Stress-induced receptor-like kinase *GmSIK1*	**0.22 0.30**	**0.02 **0.08	**0.25**	**0.23**

Glyma17g09270	GmaAffx.68580.1.S1_at GmaAffx.46141.1.S1_at	DEAD box RNA helicase	**0.71 0.74**	**0.65 0.71**	**0.54**	**0.60**

Glyma10g35000	Gma.6487.1.A1_at	Unknown	**1.37**	**0.44**	n.a.	**0.49**

Glyma07g36986	Gma.17992.1.S1_at	Unknown	**0.62**	**0.50**	**0.58**	**0.59**

Glyma15g38010	Gma.3440.2.S1_at Gma.3440.2.S1_a_at	Annexin/*GmAnn1a*	**0.37 0.43**	**0.82 **0.79	**0.30**	0.90

Glyma03g36140	GmaAffx.40657.1.S1_at	NF-YA/*GmNF-YA1a*	**0.70**	**0.56**	0.84	**0.63**

Glyma19g38800	GmaAffx.40657.1.S1_at	NF-YA/*GmNF-YA1b*	**0.70 **	**0.56**	0.76	**0.62**

*irregularis*-inoculated plants.

^a^The value gives the mean ratio between the mRNA accumulation in mycorrhizal plants of Bragg wild-type (wt) and of the *nark *mutant nts1007 19 days after inoculation determined by Affymetrix gene expression analysis (*n *= 3). Data for roots derived from non-inoculated root-parts of mycorrhizal plants. 

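Gma.7686.1.S1_at, which the paper assigns to a predicted ornithine acetyl transferase (Glyma18g17440), lay at or below background in every wild-type group and between 92.3 and 158 in the groups of nts1007. In non-myc root-parts the nts1007 signal of 158 ± 21.5 (SD, n = 3) was at least 2.66-fold higher, with an adjusted p of 0.0824 from limma, and in treatment shoots the signal of 92.3 ± 5.74 was at least 1.33-fold higher (adjusted p = 0.000689 from limma). Without replicate 3 of the wild-type non-myc root-parts the root difference had an adjusted p of 0.00108. Of the SIK1 probe sets, which read a receptor-like kinase, GmaAffx.82595.1.S1_at was at or below background in all wild-type groups and at 60.0 ± 31.5 (SD, n = 3) in nts1007 non-myc root-parts (adjusted p = 0.00129 from limma, and 0.0620 in a fit of only the groups compared). The background of those nts1007 arrays was 59.9, 58.7 and 54.6, so this mean lay near background too and no fold is given. GmaAffx.82595.2.S1_at was at 84.4 ± 56.2 there (SD, n = 3), at least 1.25-fold above wild-type (adjusted p = 0.175 from limma), and at or below background in the shoots of both genotypes. The probe sets of the putative annexin differed in shoots. Gma.3440.2.S1_at had a signal of 1201 ± 132 in wild-type and 3885 ± 114 in nts1007 treatment shoots (SD, n = 3), a log2 difference of -1.70 (adjusted p = 0.00309 from limma). Gma.3440.2.S1_a_at had 329 ± 20.6 and 734 ± 54.1 (SD, n = 3; adjusted p = 0.00333 from limma, and 0.0618 relative to GmSUBI-1). In non-myc root-parts their log2 differences were -0.21 and -0.46 (adjusted p = 0.724 and 0.548 from limma).

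Gma.6487.1.A1_at (Glyma10g35000, unknown function) had 441 ± 106 in wild-type and 1195 ± 197 in nts1007 non-myc root-parts (SD, n = 3), a log2 difference of -1.45 (adjusted p = 0.0177 from limma), and in treatment shoots a log2 difference of 0.49 (adjusted p = 0.453 from limma). Leaving out replicate 1 or 3 of the wild-type non-myc root-parts gave it an adjusted p of 0.0809 or 0.0604, and leaving out replicate 1, 2 or 3 of those of nts1007 gave 0.0621, 0.0680 or 0.0704. Gma.17992.1.S1_at (Glyma07g36986, unknown function) had 148 ± 40.5 and 326 ± 29.0 in non-myc root-parts (SD, n = 3; adjusted p = 0.0824 from limma), and 773 ± 118 and 1509.6 ± 195 in treatment shoots (SD, n = 3; adjusted p = 0.128 from limma). It passed without replicate 3 of the wild-type root-parts (0.0416) or of the wild-type shoots (0.0264). GmaAffx.40657.1.S1_at, which reads GmNF-YA1, a CCAAT-binding transcription factor, had 878 ± 61.0 and 1537 ± 283 in non-myc root-parts (SD, n = 3), a log2 difference of -0.79 (standard error 0.15, adjusted p = 0.143 from limma), and 109 ± 15.2 and 122 ± 5.41 in treatment shoots. GmaAffx.30002.1.S1_at (Glyma15g15171) had 157 ± 90.8 in wild-type and 50.7 ± 14.2 in nts1007 treatment shoots (SD, n = 3; adjusted p = 0.353 from limma), lay at or below background in roots, and had an adjusted p of 0.0224 without replicate 3 of the wild-type shoots.

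A comparison averaged over the 3 root groups, chosen after those of single groups had been seen, has 9 arrays of 6 plants per genotype, since myc and non-myc root-parts come from the same plants. There the log2 difference was -1.10 for Gma.6487.1.A1_at (adjusted p = 0.000243 from limma) and -0.86 for GmaAffx.40657.1.S1_at (adjusted p = 0.000204 from limma). Gma.17992.1.S1_at and Gma.7686.1.S1_at were also lower in wild-type there (adjusted p = 0.000839 and 0.000407 from limma), the latter against signals at or below background, so no fold is given. With 1 array per plant, from control roots and non-myc root-parts, the adjusted p of these 4 was 0.0231, 0.0106, 0.0169 and 0.0231 from limma.

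**Figure D3:**
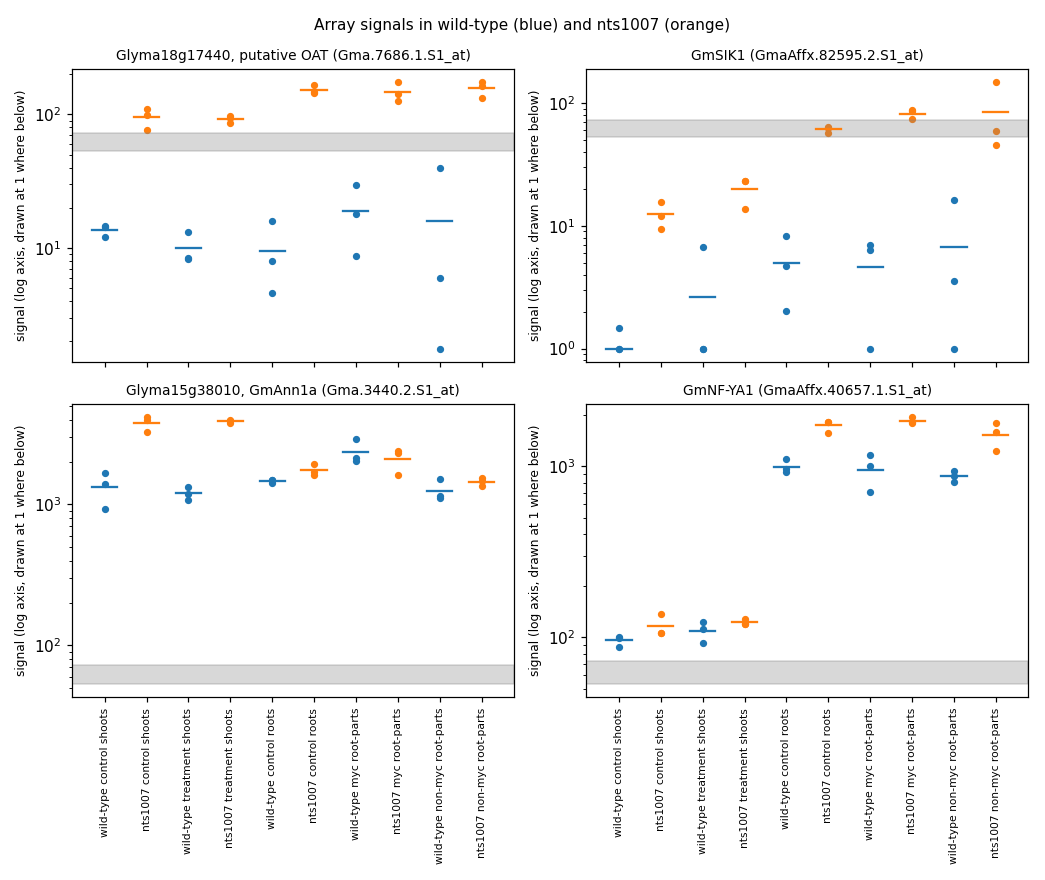
Signal on a log axis of 4 probe sets of Table 1 on each array, by group, with wild-type in blue and nts1007 in orange. Dots are arrays, horizontal bars are group means and the grey band is the range of the background, from 53.4 to 72.3, with signals below 1 drawn at 1.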

Bold numbers indicate values with *P *≤0.1 (Student's t-test). Details are provided in Table S1 in Additional file 2.

^b^The value gives the mean ratio between the mRNA accumulation in mycorrhizal plants of Bragg-wild type (wt) and of both *nark *mutants 19 days after inoculation determined by RT-qPCR analysis in biological replicates different to those used for Affymetrix GeneChip analysis (*n *≥8 of two to three independent experiments). Data for roots derived from non-inoculated root-parts of mycorrhizal plants. Bold numbers indicate values with *P *≤0.05 (Student's t-test). n.a.: not analyzed.

Symbioses-dependent control of gene expression by NARK might to some extent occur in specific cell-types and/or transiently only. Transient regulation could particularly take place in cases of induction or *de-novo *synthesis of gene products. A specific temporal- and/or spatial-restricted NARK regulation might also explain the low number of genes identified in our study. In contrast to a previous analysis of nodulated seedlings [32], no suppression of JA-biosynthesis or -response genes was found by AM or by NARK. This might be due to the different developmental stages of the plants analyzed. 

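Genes of jasmonate (JA) synthesis and response showed no member past the test in any comparison. The list held 57 probe sets of 21 genes, among them lipoxygenases (LOX) and allene oxide synthase (AOS) of JA synthesis, JAZ repressors of JA signalling and vegetative storage proteins (VSP). In myc root-parts of wild-type against control roots 0 were higher or lower at an adjusted p under 0.05 from limma, and 7 were higher and 1 lower at an unadjusted p under 0.05. In nts1007 these numbers were 0 and, unadjusted, 1 higher and 4 lower. The median log2 fold change of the list was 0.15 in wild-type (adjusted p = 0.202, camera with a preset correlation) and -0.14 in nts1007 (adjusted p = 0.0374 with the preset correlation and 0.672 with an estimated correlation). Against non-myc root-parts the wild-type median was 0.18 (adjusted p = 0.0185 with the preset and 0.728 with an estimated correlation). The local response differed between the genotypes by a median of 0.34 (adjusted p = 0.0141 with the preset and 0.959 with an estimated correlation). In non-myc root-parts the median was -0.06 in wild-type and -0.06 in nts1007 (adjusted p = 0.660 and 0.243).

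Between the genotypes the median log2 difference, wild-type minus nts1007, was -0.14 in non-myc root-parts (adjusted p = 0.0589 with the preset correlation), -0.21 in control roots (adjusted p = 0.101), 0.02 in treatment shoots (mean 0.04, adjusted p = 0.760) and -0.11 in control shoots (adjusted p = 0.220). The numbers of members past the limma test were 0 in each, with 1 higher and 4 lower at an unadjusted p under 0.05 in non-myc root-parts and 4 higher and 8 lower in control shoots. In control shoots 1 was higher and 4 were lower when adjusted over the list alone. In treatment against control shoots the median was -0.03 in wild-type (mean 0.07) and -0.12 in nts1007 (adjusted p = 0.102).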

Even in the work by Kinkema and Gresshoff [32], the differences between non-inoculated wild-type and nts1007 were less pronounced with increasing age of plants, showing mostly no changes in 17-day-old plants. Such transiently and developmentally controlled changes might be less reflected in our 27-day-old soybean plants. However, whether the changes previously found in nodulated soybeans were not detectable in mycorrhizal plants because they are cell-type specific, transiently and/or developmentally regulated or because they are specific for nodulation remains unknown.

### NARK-regulated genes lacking obvious regulation by AM

Using RT-qPCR and independent biological replicates not used for Affymetrix GeneChip analyses, we verified six genes as putative NARK-regulated in an AM-independent manner, which also did not show NARK-independent regulation by AM. Transcripts of one gene, Glyma18g17440, were almost not detectable in wild-type tissue but present in both *nark *mutants, independently on tissue type and/or *R. irregularis *inoculation (Figure 4a; Figures S6a,g in Additional file 1). Glyma18g17440 belongs to the ArgJ family and is putatively involved in arginine biosynthesis by encoding a protein with ornithine acetyl transferase (OAT) activity [GO:0004358]. OAT reversibly converts *N*^2^-acetyl-L-ornithine and L-glutamate into L-ornithine and *N*-acetyl-L-glutamate. Ornithine is a precursor of the synthesis of polyamines, such as putrescine (Put), spermidine (Spd), and spermine (Spm), and content of those metabolites was previously found to be altered in a supernodulating soybean mutant indicating repressed Spd and Spm biosynthesis from their precursor Put [66]. Interestingly, exogenously applied Spd and Spm can reduce the nodulation of the *nark *mutant [66] indicating a function in AON. It is tempting to speculate that the putative OAT might promote endosymbioses formation in *nark *mutants by affecting the availability of ornithine needed for polyamine synthesis. However, polyamines as well as ornithine and *N*^δ^-acetylornithine are described as general regulators of plant development and abiotic and biotic plant stress tolerance [67-69]. Thus, the considerable and constitutive differences in Glyma18g17440 mRNA accumulation between wild-type and *nark *mutants could also be involved in another NARK-controlled process not linked to the formation of root endosymbioses.

**Figure 4:**
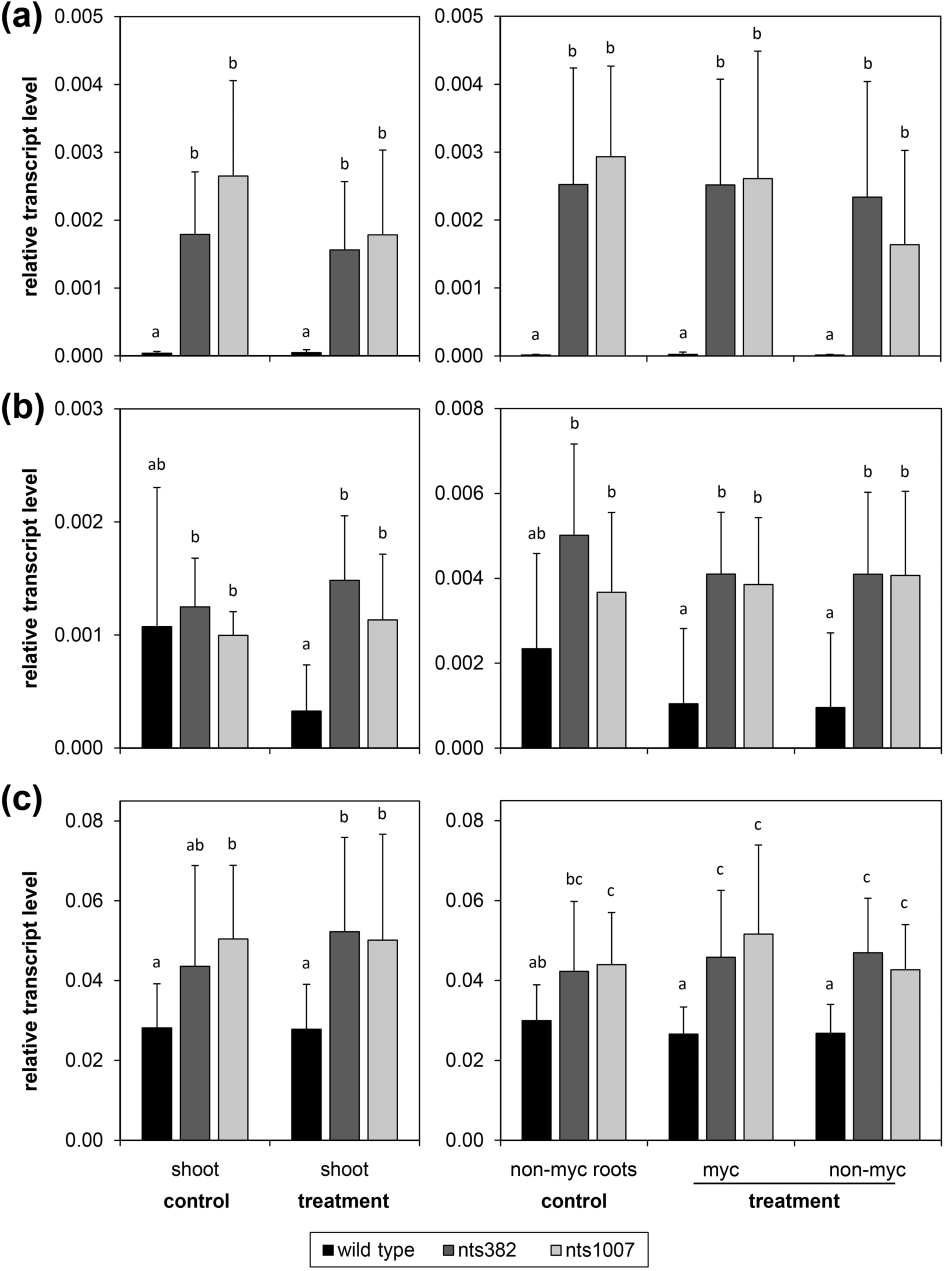
**Putative NARK-responsive genes in soybean plants 19 days after inoculation**. Transcript accumulation of all genes is shown for shoots (left) and root-parts (right) of non-inoculated ('control') and partially *R. irregularis*-inoculated plants ('treatment'). Gene expression in mycorrhizal plants was separately analyzed for the inoculated root-part ('myc') and for the non-inoculated, autoregulated root-part ('non-myc'). (**a**) Glyma18g17440, putative *ornithine acetyl transferase*. (**b**) Glyma02g11150, *Stress-induced receptor-like kinase 1 *(*GmSIK1*). (**c**) Glyma17g09270, putative *DEAD box RNA helicase*. Relative transcript levels were determined by RT-qPCR in wild-type and *nark *mutant (nts382 and nts1007) plants harvested 19 days after partial inoculation with *R. irregularis *(for details see Figure 1). Data are mean values + SD with *n *= 9-18 and *n *= 8-15 for wild-type and *nark *mutants, respectively, coming from at least two independent experiments. Different letters indicate significant differences (*P *≤0.05, multiple Student's t-tests with Bonferroni correction).

Transcript accumulation of the stress-induced receptor-like kinase *GmSIK1 *[UniGen:EU669879] in mycorrhizal plants was on average around four times lower in roots and shoots of wild-type compared to both *nark *mutants (Figure 4b). However, due to a strong variation in non-mycorrhizal wild-type, no significant AM dependency of NARK regulation was detected. Except from shoot tips that contain relatively high transcript levels, transcript accumulation of *GmSIK1 *increased with increasing age of above- and below-ground tissue (Figure S6h in Additional file 1), indicating a role of this abiotic stress-induced RK in processes linked to plant development or senescence.

According to our RT-qPCR data, transcript levels of the other putative NARK-suppressed genes were overall around 30% to 50% reduced in wild-type compared to *nark *mutant tissue. One of the genes that were rather slightly downregulated by NARK in roots and shoots is a predicted *DEAD box RNA helicase *(Glyma17g09270) (Figure 4c). Gene transcripts were highest in tips of shoots and roots (Figure S6j in Additional file 1). Glyma17g09270 is targeted by the two Affymetrix probe sets GmaAffx.68580.1.S1_at and GmaAffx.46141.1.S1_at. 

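Both probe sets of the DEAD box RNA helicase, a protein family that unwinds RNA, had lower means in wild-type than in nts1007 in every root group. GmaAffx.68580.1.S1_at had a signal of 221 ± 44.3 in wild-type and 329.8 ± 49.6 in nts1007 non-myc root-parts (SD, n = 3), a log2 difference of -0.59 (standard error 0.16, adjusted p = 0.267 from limma). GmaAffx.46141.1.S1_at had 560.55 ± 100.3 and 817 ± 25.8 there (SD, n = 3), a log2 difference of -0.56 (standard error 0.13, adjusted p = 0.222 from limma). In control roots their differences were -0.50 (adjusted p = 0.450 from limma) and -0.80 (adjusted p = 0.0695 from limma). Averaged over the 3 root groups both passed the test, with -0.64 (adjusted p = 0.00576 from limma) and -0.71 (adjusted p = 0.000204 from limma). With 1 array per plant the adjusted p from limma was 0.255 and 0.0514 over control roots and non-myc root-parts, and 0.0273 and 0.00492 over control roots and myc root-parts. In treatment shoots the log2 differences were -0.26 (adjusted p = 0.508 from limma) and -0.42 (adjusted p = 0.524 from limma). Relative to GmSUBI-1 on the same array, GmaAffx.46141.1.S1_at passed in non-myc root-parts (log2 difference -0.82, adjusted p = 0.0217 from limma). GmSUBI-1 itself was higher in wild-type than in nts1007 there (group means 16046.7 and 13362.7), which by itself lowers the wild-type ratio.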

The latter, which as well reflects NARK regulation of target gene(s), might also detect the homologous gene Glyma05g02590. RT-qPCR analysis does not indicate gene regulation by NARK for this homolog (data not shown). DEAD box RNA helicases are widely occurring proteins with diverse activities including ATP binding and ATPase activity as well as RNA binding and unwinding or transport activity and are associated with nearly all processes that involve RNA, including development and stress responses [70,71]. Moreover, two genes of unknown function, Glyma10g35000 and Glyma07g36986, were downregulated by NARK in roots (Figures S5b, c in Additional file 1). Glyma07g36986 mRNA levels were also slightly lower in shoots of mycorrhizal wild-type compared to both *nark *mutants.

In general, AM-independent gene regulation by NARK indicates an additional role of NARK in other, symbioses-independent processes as previously been proposed [32]. Differences in polar auxin transport or JA biosynthesis are also found between non-inoculated *nark *mutant and wild-type plants [22,32-34]. This indicates that even non-inoculated plants exhibit a certain NARK activity. Indeed, symbioses-independent phenotypes of *nark *mutants of *L. japonicus *and *M. truncatula *[72,73] support a function of NARK in root growth and/or lateral root formation. Part of the NARK-regulated genes identified in the present study was characterized by a development-dependent expression pattern. Hence, such genes might be involved in NARK-controlled signaling in plant development and/or in plant stress responses not linked to AM formation. However, even genes lacking obvious AM dependency in NARK regulation could play a role in AM symbiosis and in AOM as indicated by gene expression data of the putative *annexin *Glyma15g38010.

### *GmAnn1a *as a differentially NARK- and AM-regulated *annexin*

Here, we identified a putative soybean *annexin *gene named *GmAnn1a *(Glyma15g38010) that was locally upregulated by AM (independently of NARK) in roots but downregulated by NARK (independently of AM) in shoots (Figures 5a, c). When different plant tissues were compared, a higher transcript accumulation in stalks of *nark *mutants was detected compared to the wild-type (Figure 5d). In general, the putative *annexin *was predominantly expressed in young tissue, particularly in shoot and root tips and root hair zones. RT-qPCR analysis revealed that Glyma13g26960 (named *GmAnn1b*), the closest homolog of *GmAnn1a *and additional target of the Affymetrix probe set Gma.3440.2.S1_a_at, was as well locally induced by AM. However, *GmAnn1b *did not show significant regulation by NARK in shoots (Figure 5b). 

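The annexin probe set GmaAffx.1082.1.S1_at rose in colonised roots of both genotypes. Its signal was 657 ± 139 in myc root-parts, 242 ± 36.1 in non-myc root-parts and 230.5 ± 0.490 in control roots of wild-type (SD, n = 3). The log2 fold change was 1.49 against control roots (adjusted p = 0.000439 from limma) and 1.43 against non-myc root-parts (adjusted p = 0.000613 from limma). In nts1007 it was 575 ± 121 in myc root-parts and 257 ± 15.8 in control roots (SD, n = 3), a log2 fold change of 1.14 (adjusted p = 0.00584 from limma). The difference of the 2 responses was 0.35 on the log2 scale (standard error 0.27, adjusted p = 0.816 from limma). Annexins are calcium-dependent membrane-binding proteins.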

The Affymetrix data indicated that another predicted *annexin*, Glyma04g27100 targeted by GmaAffx.1082.1.S1_at, was induced by AM in mycorrhizal roots (Figure S7a in Additional file 1, see also Table S1 in Additional file 2). Its closest homolog, Glyma11g21457 targeted by GmaAffx.1082.1.A1_at, might be as well suppressed by NARK in shoots but was not induced by AM according to the Affymetrix data (Figure S7b in Additional file 1). 

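The signal of GmaAffx.1082.1.A1_at was 164 ± 5.30 in wild-type myc root-parts and 127 ± 23.9 in control roots (SD, n = 3), a log2 fold change of 0.39 (adjusted p = 0.391 from limma). In nts1007 the log2 fold change was 0.43 (adjusted p = 0.432 from limma). In shoots this annexin probe set lay near background. Treatment shoots had 64.4 ± 20.4 in wild-type and 70.7 ± 18.1 in nts1007 (SD, n = 3), a log2 difference of -0.15 (standard error 0.40, adjusted p = 0.937 from limma). Control shoots had 65.1 ± 10.3 and 66.1 ± 35.0 (SD, n = 3), a log2 difference of 0.15 (adjusted p = 0.920 from limma). Its sign is opposite to that of the means, because replicate 1 of the nts1007 control shoots, at 27.8, weighs more on the log2 scale, so no direction is given. The treatment difference was 0.12 without replicate 2 of the wild-type treatment shoots.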

Annexins bear membrane-associated functions that can be involved in vesicle transport and localized secretion, but may also act in Ca^2+ ^signaling, and they often have a key role in signal transduction and post-translational regulation in plant stress responses (for overview see [74,75]). In addition to the AM-induced soybean annexins identified in the present study, annexins of *M. truncatula *(MtAnn1/MtC20218, MtAnn2/MtC20219, MtC10763) were previously found to be transcriptionally and/or post-translationally upregulated in mycorrhizal root tissue and root nodules [59,76,77]. The MtAnn1 protein exhibits typical Ca^2+^-dependent binding to acid phospholipids and is supposed to be involved in early common signaling either in generating secondary messengers or by acting as Ca^2+ ^channel [75,77]. For MtAnn2 a function in cytoskeleton rearrangement or in the formation of the specialized host membrane surrounding endosymbionts has been suggested [59]. Thus, the AM-induced soybean annexins might act in a similar way. Additionally, AM-independent suppression of *GmAnn1a *by NARK probably occurred in the shoot vascular system indicating a role in long-distance signaling (Figure 5d). Indeed, annexins were found in the phloem, putatively involved in transport of phospholipids via the phloem [78]. Therefore, the fact that expression of *GmAnn1a *is suppressed in the stalk by NARK leads to the question whether it is connected to AOM, which will be subject of future studies.

**Figure 5:**
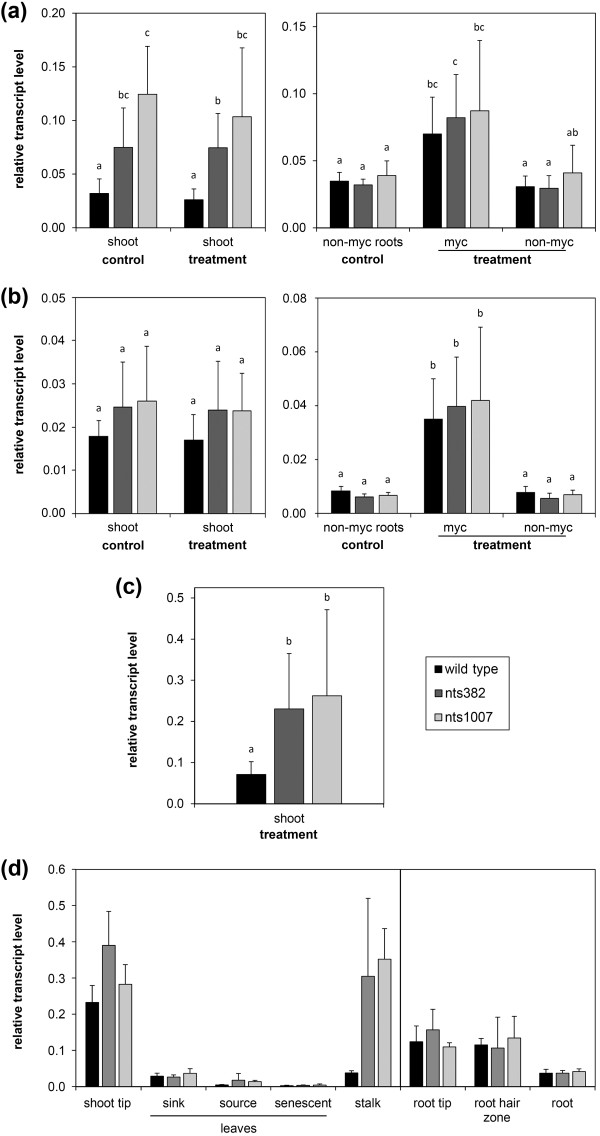
**Transcript accumulation pattern of two homologous *annexins *in wild-type and *nark *mutant plants**. (**a-c**) Relative transcript levels of Glyma15g38010, predicted *annexin *named *GmAnn1a *(a, c), and Glyma13g26960, predicted *annexin *named *GmAnn1b *(b), in split-root plants of wild-type and *nark *mutants (nts382 and nts1007). Plants were harvested 19 days (a, b) and 40 days (c) after partial inoculation with *R. irregularis *(for details see Figure 1 and legend of Figure 4). Data are means + SD with *n *≥10 and *n *≥8 for wild-type and nark mutants, respectively, coming from at least two independent experiments. Different letters indicate significant differences (*P *≤0.05, multiple Student's t-tests with Bonferroni correction). (**d**) Relative transcript levels of *GmAnn1a *in different tissues of non-inoculated 7-week-old wild-type and *nark *mutant (nts382 and nts1007) plants. Mean values + SD of plants of one experiment, wild-type: *n *= 5-6, nark mutants: *n *= 3. All transcript levels were determined by RT-qPCR and set in relation to *GmSUBI-1 *(a-d).

### *GmNF-YA1a/b *as AM-dependently NARK-regulated *TF subunits*

Next to the genes that seemed to be regulated by NARK AM-independently, we identified the targets of the Affymetrix probe set GmaAffx.40657.1.S1_at (named *GmNF-YA1*, see below) to be NARK-regulated in an AM-dependent manner (Figure 6). Transcript accumulation of these genes was significantly reduced by approximately 30% to 40% in autoregulated (non-colonized) roots of the mycorrhizal wild-type compared to roots of non-inoculated controls. Moreover, transcript levels were approximately 30% to 45% lower compared to non-colonized roots of both mycorrhizal *nark *mutants. This expression pattern was found 19 days (Figure 6a) as well as 40 days (Figure 6b) after inoculation of one root-part. In non-mycorrhizal plants, the highest mRNA levels of those genes were generally found in total root tissue and in root-hair zones (Figure 6c). Only relatively low mRNA levels were detected in above-ground tissues. There, no regulation by NARK or by AM was found (Figures 6a, b). Transcript levels were lowest in the youngest organs, namely in tips of roots and shoots, as well as in sink and source leaves (Figure 6c).

**Figure 6:**
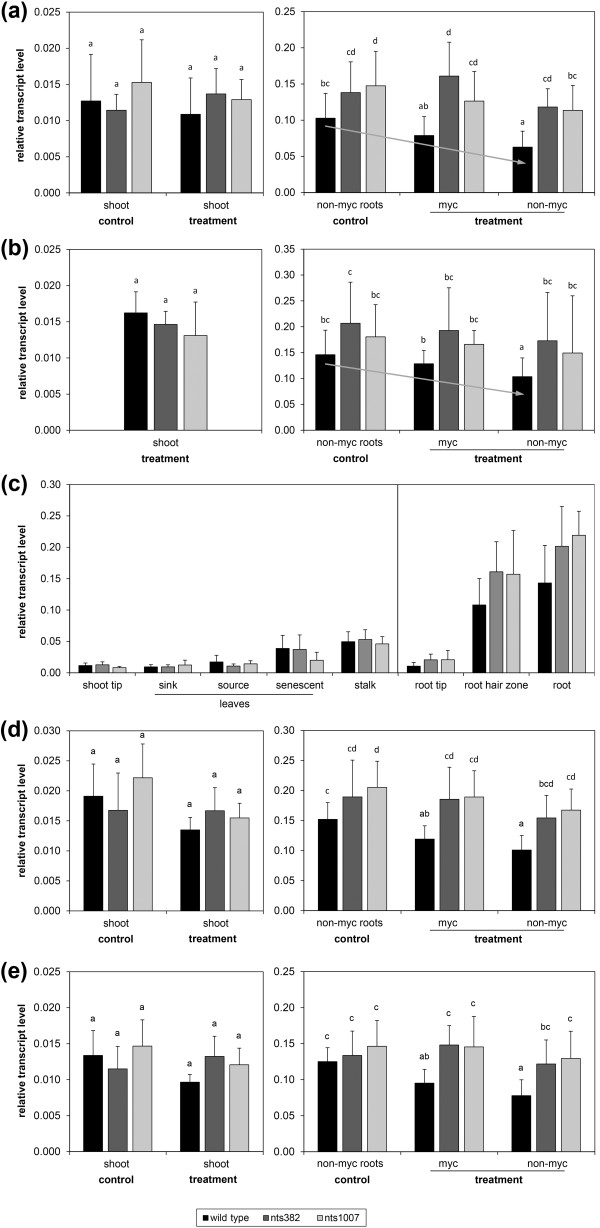
**Transcript accumulation pattern of *GmNF-YA1 *in wild-type and *nark *mutant plants**. (**a**, **b**) Relative transcript levels of *GmNF-YA1 *in shoots and root-parts of soybean plants 19 days (a) and 40 days (b) after partial inoculation with *R. irregularis *(for details see Figure 1 and legend of Figure 4). Transcript accumulation was determined by RT-qPCR and set in relation to *GmSUBI-1*. Data are presented as means + SD with *n *= 12-18 and *n *= 9-15 for wild-type and *nark *mutants, respectively, coming from three independent experiments. Different letters indicate significantly different values (*P *≤0.05, multiple Student's t-tests with Bonferroni correction). (**c**) Relative transcript levels of *GmNF-YA1 *in different tissues of non-inoculated 7-week-old wild-type, nts382, and nts1007 plants measured by RT-qPCR. Data are mean values + SD with *n *≥10 and *n *≥6 for wild-type and *nark *mutants, respectively, coming from two independent experiments. (**d**, **e**) Gene-specific transcript levels of *GmNF-YA1a *(d) and *GmNF-YA1b *(e) relative to *GmSUBI-1 *19 days after partial inoculation. RT-qPCR analyses were performed with gene-specific primers listed in Table S4 in the Additional file 1. Data are mean values + SD. Shoots: *n *≥3 of one experiment; root-parts: *n *≥9 of three independent experiments. Different letters indicate significantly different values (*P *≤0.05, multiple Student's t-tests with Bonferroni correction).

BLASTing the soybean genome [79] revealed that the target sequence of GmaAffx.40657.1.S1_at strongly aligns with transcript sequences of two homologous genes encoding putative CCAAT-binding TFs: Glyma03g36140 and Glyma19g38800. Both have an overall sequence identity of 90% to 94% and 86% to 91% on predicted coding sequence level and amino acid level, respectively (Figure S8 in Additional file 1). Ranges are due to alternative transcripts of Glyma19g38800. The putative amino acid sequences of both genes contain conserved protein domains supporting a function as CCAAT-binding TF of the NF-YA family (Figure S8b in Additional file 1). Thus, the homologous *TF *genes corresponding to GmaAffx.40657.1.S1_at were designated as *GmNF-YA1 *with *GmNF-YA1a *and *GmNF-YA1b *for Glyma03g36140 and Glyma19g38800, respectively. RT-qPCR analysis with gene-specific primers confirmed that both homologs, *GmNF-YA1a *and *GmNF-YA1b*, were AM-dependently suppressed by NARK in roots to a similar extent (Figure 6d, e).

The soybean transcription factor database v2.0 of the Center for Bioinformatics (CBI) at Peking University [80,81] contains in total 83 NF-Y proteins including 21 of the NF-YA family, 40 of the NF-YB family, and 22 TFs of the NF-YC family. According to the soybean Affymetrix GeneChip annotation of the NSF-funded project 'Gene Networks in Seed Development' [82], the array contains 36 probe sets targeting at least 34 different putative *NF-Y TF *genes (11x *NF-YA*, 10x *NF-YB*, 13x *NF-YC*). Our Affymetrix data did not indicate that one of the other putative *NF-Y *genes is NARK-regulated in autoregulated roots like *GmNF-YA1a/b *(Table S3 in Additional file 2). 

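Among the probe sets of putative NF-Y transcription factors, which bind CCAAT boxes, GmaAffx.66953.1.S1_at (NF-YC family) was the 1 of 36 that differed between the genotypes in non-myc root-parts, at an adjusted p of 0.00129 from limma. Its signal there was 3.46 ± 1.61 in wild-type and 38.6 ± 10.9 in nts1007 (SD, n = 3), both below background, so no fold is given. The table of NF-Y probe sets was drawn up by the study. Averaged over the root groups 2 of the 36 were lower in wild-type, and 0 were higher. With 1 array per plant, from control roots and non-myc root-parts, GmaAffx.40657.1.S1_at was still past the threshold (adjusted p = 0.0106 from limma) and GmaAffx.66953.1.S1_at was not (0.170). For GmNF-YA1 (GmaAffx.40657.1.S1_at) the log2 difference between the genotypes was -0.80 in control roots and -0.98 in myc root-parts (adjusted p = 0.185 and 0.0758 from limma). The response of non-myc root-parts differed between the genotypes by 0.01 on the log2 scale (standard error 0.22, adjusted p = 0.990 from limma). Against control roots its wild-type log2 fold change in non-myc root-parts was -0.18 (adjusted p = 0.812 from limma). Without adjustment the genotype difference of GmNF-YA1 in non-myc root-parts had p = 0.0508 (unpaired test on linear values, not an exact one). It met the limits of the paper's supplementary tables, P of 0.1 and a change of 1.5-fold. It did not reach the 2-fold limit of the methods, but the paper weakened its criteria in the search for candidates regulated by NARK.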

One putative *NF-YB *(Glyma20g00240, targeted by Gma.8502.1.S1_at) exhibited a higher mRNA level in non-mycorrhizal wild-type roots compared to mycorrhizal root-parts, however, root signals of non-mycorrhizal nts1007 were similar to that of the mycorrhizal wild-type contradicting a role in AOM (Figure S9a in Additional file 1). 

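The NF-YB probe set Gma.8502.1.S1_at lay at or below background on every array. Its signal was 7.97 ± 5.74 in control roots, 6.43 ± 4.66 in non-myc and 7.59 ± 6.98 in myc root-parts of wild-type (SD, n = 3). In nts1007 it was 8.37 ± 4.86, 9.18 ± 3.97 and 13.1 ± 2.56 in the same order (SD, n = 3). No fold is given for this gene, since both sides of each comparison were at background. None of its comparisons in roots passed the limma test, the adjusted p being 0.949 for wild-type myc root-parts against control roots and 0.991 against non-myc root-parts.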

Another putative *NF-YB *(Glyma02g46970, targeted by Gma.12719.1.S1_at) showed slightly lower signals in shoots of mycorrhizal wild-type compared to shoots of non-mycorrhizal wild-type and of nts1007 (Figure S9b in Additional file 1). In contrast to the AM-dependently downregulated *GmNF-YA1a/b *genes, two putative *NF-Y *genes were found to be locally inducible by AM: Glyma09g07960 (Gma.3174.1.S1_at; NF-YA family) had slightly higher signals and Glyma12g34510 (GmaAffx.66953.1.S1_at; NF-YC family) was strongly induced in mycorrhizal root-parts (Figures S9c,d in Additional file 1). 

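The NF-YB probe set Gma.12719.1.S1_at had a signal of 466 ± 15.4 in treatment and 513 ± 20.1 in control shoots of wild-type (SD, n = 3), a log2 fold change of -0.14 (standard error 0.09, adjusted p = 0.682 from limma). In nts1007 the signals were 486 ± 4.94 and 462 ± 57.5 (SD, n = 3), a log2 fold change of 0.08 (adjusted p = 0.721 from limma). Between treatment shoots of the genotypes the log2 difference was -0.06 (adjusted p = 0.865 from limma). The difference between the responses of the genotypes was -0.22 (standard error 0.13, adjusted p = 0.623 from limma).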

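The NF-YC probe set GmaAffx.66953.1.S1_at had signals of 886 ± 313 in wild-type and 958 ± 273 in nts1007 myc root-parts (SD, n = 3), against signals below background in control roots. This is at least 15.6-fold in wild-type (adjusted p = 6.72e-09 from limma) and at least 15.5-fold in nts1007 (adjusted p = 1e-08 from limma). Against non-myc root-parts of the same genotype it was at least 14.5-fold and at least 16.1-fold. The NF-YA probe set Gma.3174.1.S1_at had 508 ± 75.1 in myc root-parts and 310.1 ± 33.5 in control roots of wild-type (SD, n = 3), a log2 fold change of 0.71 (standard error 0.23, adjusted p = 0.170 from limma). In nts1007 it had 610.1 ± 60.3 and 362 ± 49.9 (SD, n = 3), a log2 fold change of 0.76 (adjusted p = 0.183 from limma, and 0.0474 in a fit of only the groups compared).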

The closest homologs to *GmNF-YA1a/b*, Glyma02g35190 and Glyma10g10240 [41], appeared in our experimental setup not to be AM-induced, but developmentally regulated (Figure S10 in Additional file 1).

In addition to the here identified *NF-Y *genes regulated in roots of mycorrhizal plants, few *NF-Ys *were previously described to be locally induced by root endosymbionts. Most of them have been shown to be upregulated in nodulation, including the *NF-YA *gene*s *Glyma12g34510, Glyma02g35190, and Glyma10g10240 of soybean [49], *MtHAP2-1 *and *MtHAP2-2 *of *M. truncatula *[44-46,51], and *LjCBF-A01*/*LjNF-YA1 *and *LjCBF-A22 *of *L. japonicus *[43,52], the *NF-YB1 *gene from *L. japonicus *[52], as well as the *NF-YC *genes *PvNF-YC1 *and *PvNF-YC2 *of *Phaseolus vulgaris *[50,53] and MT007765 of *M. truncatula *[51]. AM-inducible *NF-YB *(Mtr.4282.1.S1_at) and *NF-YC *genes (*MtCBf1*/Mtr.51511.1.S1_at and *MtCbf2*/Mtr.16863.1.S1_at) were previously found in *M. truncatula *[48]. Promoter studies indicate a rather general role for these genes in the coordination of AM fungal colonization during all stages of AM [48]. However, AM-induced *NF-YA *genes or other *NF-Y *genes downregulated during mycorrhization have so far not been described.

### RNAi-mediated downregulation of *GmNF-YA1a/b *decreases AM

To test whether the NARK-suppressed *GmNF-YA1a/b *genes are involved in the process of mycorrhization, an RNAi construct was created to suppress *GmNF-YA1a/b *gene expression in roots of soybean. The *GmNF-YA1*-RNAi construct targets a 428 bp region of *GmNF-YA1a *and of *GmNF-YA1b *with 100% and 97% nucleotide sequence identity, respectively (Figure S8a in Additional file 1). Expression of *GmNF-YA1*-RNAi in roots of soybean wild-type, nts382, and nts1007 plants led to an reduced *GmNF-YA1 *mRNA level that was on average 63%, 73%, and 82%, respectively, lower than in the empty vector controls (Figure 7a). Both homologs were similarly suppressed (Table 2). Transcript analysis of the closest *GmNFYA-1 *homologs, Glyma10g10240 and Glyma02g35190 [41], revealed that the RNAi construct was almost specific to *GmNF-YA1a *and *GmNF-YA1b *(Table 2). Only Glyma02g35190 was significantly reduced by on average 35%. However, in wild-type roots, Glyma02g35190 as well as Glyma10g10240 were not found to be regulated during an AM interaction (Figure S10 in Additional file 1).

**Figure 7:**
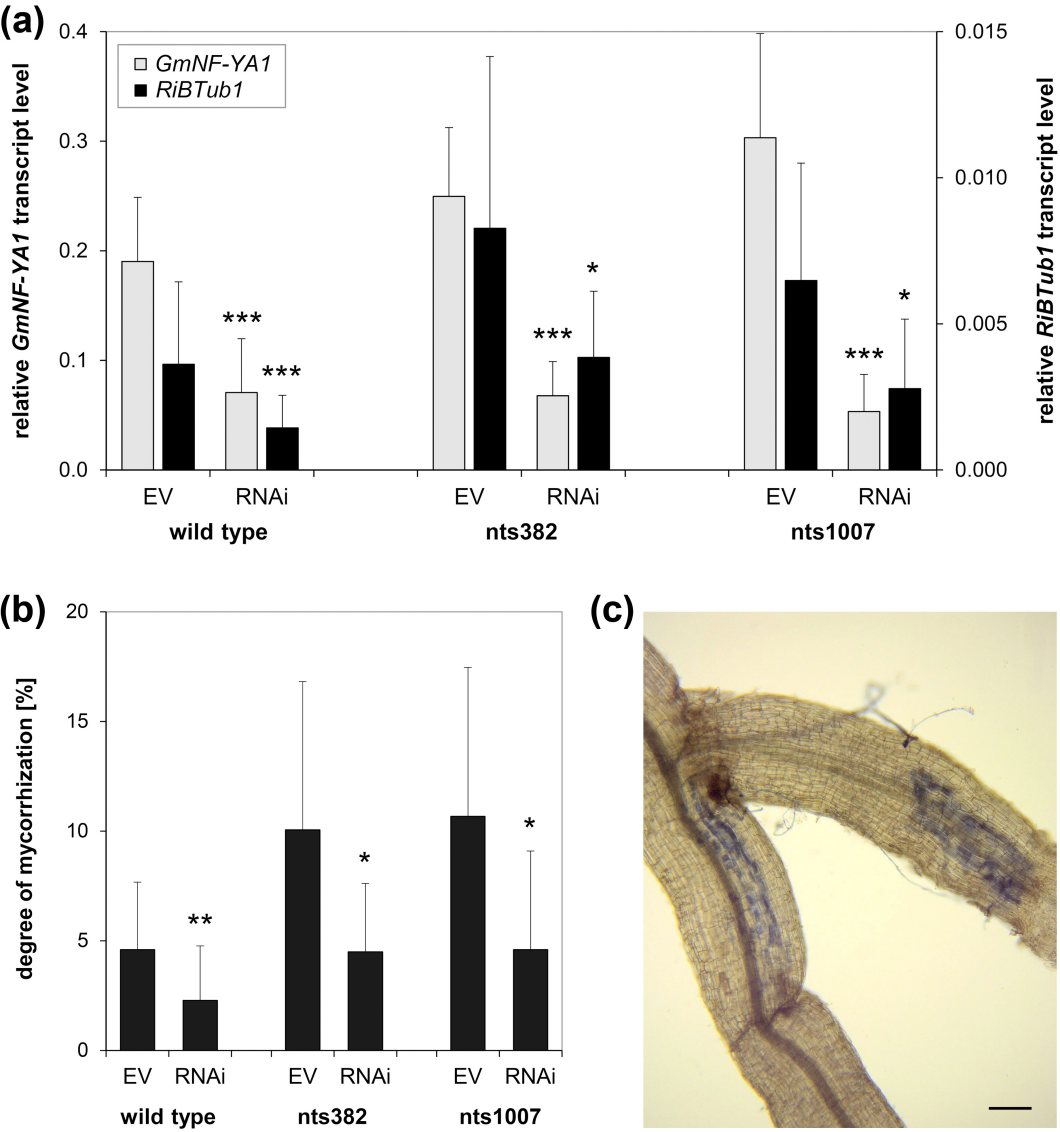
**Functional analysis of *GmNF-YA1 *in transgenic roots of chimeric soybean plants inoculated with *R***. *irregularis*. Gene expression of *GmNF-YA1a/b *was suppressed by an RNAi approach in *A. rhizogenes*-transformed roots of wild-type, nts382, and nts1007. Plants were harvested for analysis 3 weeks after AM fungal inoculation. (**a**, **b**) Analysis of the RNAi effect and the root colonization by *R. irregularis *in transformed roots. Transcript levels of *GmNF-YA1 *(gray columns) and *RiBTub1 *(black columns) were determined by RT-qPCR and are given in relation to *GmSUBI-1 *(a). For gene-specific transcript levels of *GmNF-YA1a *and *GmNF-YA1b *see Table 2. AM fungal colonization of roots was in addition analyzed microscopically after staining of roots (b). RNAi: roots transformed with *A. rhizogenes *carrying the RNAi construct. EV: empty vector control. Data are presented as means + SD with *n *≥30 and *n *≥15 for wild-type and *nark *mutants, respectively, coming from two independent experiments. Data of EV control and RNAi plants were pairwise compared by the Student's t-test. *P ≤0.05, **P ≤0.01, ***P ≤0.001. (**c**) AM fungal colonization caused by individual infection events. Bar represents 100 µm.

**Table 2:** Transcript analysis of *NF-YA *and *phosphate transporter *genes in *A.*

	EV			RNAi			Ratio
Gene	Mean		SD	Mean		SD	(RNAi/EV)
Glyma03g36140 (*GmNF-YA1a*)	0.21	±	0.097	0.084	±	0.048	0.40***
Glyma19g38800 (*GmNF-YA1b*)	0.19	±	0.099	0.082	±	0.055	0.44***
Glyma10g10240 (putative *NF-YA*)	0.021	±	0.014	0.017	±	0.015	0.80
Glyma02g35190 (putative *NF-YA*)	0.036	±	0.018	0.023	±	0.015	0.65**
Glyma13g08720 (*phosphate transporter*)	0.026	±	0.018	0.0098	±	0.0075	0.38***
Glyma14g28780 (*phosphate transporter*)	0.15	±	0.10	0.060	±	0.051	0.40***
Glyma14g36650 (*phosphate transporter*)	0.0026	±	0.0023	0.0010	±	0.0006	0.37***
*RiBTub1*	0.0036	±	0.0028	0.0014	±	0.0011	0.40***

*rhizogenes*-transformed roots

Transcript levels of different *NF-YA *genes and AM-induced *phosphate transporters *were exemplified analyzed in chimeric plants with a Bragg wild-type background. Transcripts relative to *GmSUBI-1 *were determined by RT-qPCR using gene-specific primers (for primer information see Table S4 in Additional file 1). Specificity of primer pairs was assessed by sequencing of RT-qPCR products. Data are mean values + SD with *n *= 30 and *n *= 35 for EV and RNAi, respectively, coming from two independent experiments. Data of empty vector control and RNAi plants were pairwise compared by the Student's t-test. *P ≤0.05, **P ≤0.01, ***P ≤0.001. Significant changes are highlighted in bold.

EV: empty vector control; RNAi: roots expressing the RNAi construct.

Simultaneously to reduced *GmNF-YA1a/b *mRNA accumulation, *GmNF-YA1*-RNAi expressing roots had on average a by 55% reduced colonization rate than the empty vector controls as determined by transcript analysis of the fungal marker gene *RiBTub1 *and by microscopic analysis. Such a reduced AM fungal colonization upon suppression of *GmNF-YA1 *mRNA accumulation occurred in both *nark *mutants as well as in wild-type plants (Figures 7a, b). Microscopy revealed that the mycorrhization was in a relatively early stage of establishment and that the rate of root colonization was mainly a consequence of individual infection events instead of excessive longitudinal spreading of the fungus after penetration into the root (Figure 7c). Thus, the degree of colonization indicates a lower number of infection events in RNAi plants than in the empty vector controls. To additionally assess the function of the AM symbiosis in the transformed roots, we measured transcript levels of AM-inducible phosphate transporters. In *M. truncatula*, *MtPT4 *represents a phosphate transporter gene that is specifically induced by AM and indispensable for the symbiosis [83,84]. Soybean phosphate transporters were previously analyzed identifying Glyma13g08720, Glyma14g28780, and Glyma14g36650 as closest homologs to *MtPT4 *[85] and as AM-inducible genes [86]. On average, the three AM-inducible phosphate transporter genes were suppressed by approximately 60% in roots expressing the *GmNF-YA1*-RNAi construct compared to the empty vector control (Table 2). These data clearly indicate a function of GmNF-YA1a/b as positive regulators in AM formation.

The decreased formation of AM in *GmNF-YA1*-RNAi roots is in line with the gene regulation of *GmNF-YA1a/b *observed in this study: expression of *GmNF-YA1 *was highest in non-inoculated roots (Figure 6c) and was systemically suppressed in wild-type roots during an AM interaction (Figure 6) thereby contributing to AOM leading to a reduced mycorrhizal colonization. Moreover, RNAi-mediated suppression of *GmNF-YA1a/b *in roots reduced AM formation not only in the wild-type but also in the *nark *mutant background pointing to the fact that GmNF-YA1a/b acts downstream of NARK.

## Conclusions

Overall, our gene expression analysis in split-root experiments provides for the first time insights into transcriptional regulation by NARK during the autoregulation of arbuscular mycorrhization - a systemic regulatory mechanism controlling the most widespread and ancient interaction between vascular terrestrial plants and microbes. By RT-qPCR analysis of plant material of independent experiments, we verified nine genes to be regulated by NARK. Gene expression of *annexins *indicate putative involvement in AM establishment and possibly also in regulation of AM. Furthermore, we identified *NF-YA *genes regulated during AM, including two NARK-regulated ones named *GmNYA1a *and *GmNYA1b*. So far, no information on a role of NF-YAs during AM symbiosis or autoregulation was available. By our transcript and functional gene analysis, we designate the newly identified TF subunits GmNF-YA1a/b as positive regulators of mycorrhization, which might act as targets for NARK-mediated AOM to restrict new infections events.

How GmNF-YA1a/b promote AM, however, is still unclear. A stimulation of AM formation by GmNF-YA1a/b might either be done by promoting gene expression of one of the elements of the (common) early signaling cascade or by stimulating the production of root exudates that attract AM fungi (Figure 8). Previous studies on *M. sativa *split-root plants showed that inoculation with the AM fungus *Funneliformis mosseae *suppresses the production of some isoflavonoids including ononin in autoregulated root-parts [87]. In turn, application of ononin to autoregulated root-parts enhanced the colonization of such roots with *F. mosseae *[87]. It is tempting to speculate that GmNF-YA1a/b activates transcription of isoflavonoid biosynthesis genes. Another possible function comprises the interaction of GmNF-YA1a/b with Myc factor- or AM-induced NF-Y subunit(s) to drive gene expression that is required for successful AM fungal infection. Next to the induction of gene expression, however, NF-Y TFs can also repress transcription. Thus, GmNF-YA1a/b might potentially suppress gene expression that in return inhibit AM establishment. However, details of GmNF-YA1a/b function in establishment and regulation of mycorrhizal symbiosis and a possible function of GmNF-YA1a/b in nodulation will be the focus of future work. Our findings presented here indicate a new function of NF-YAs in the regulation of plant-microbe interactions, probably by supporting the early signal exchange between both partners.

**Figure 8:**
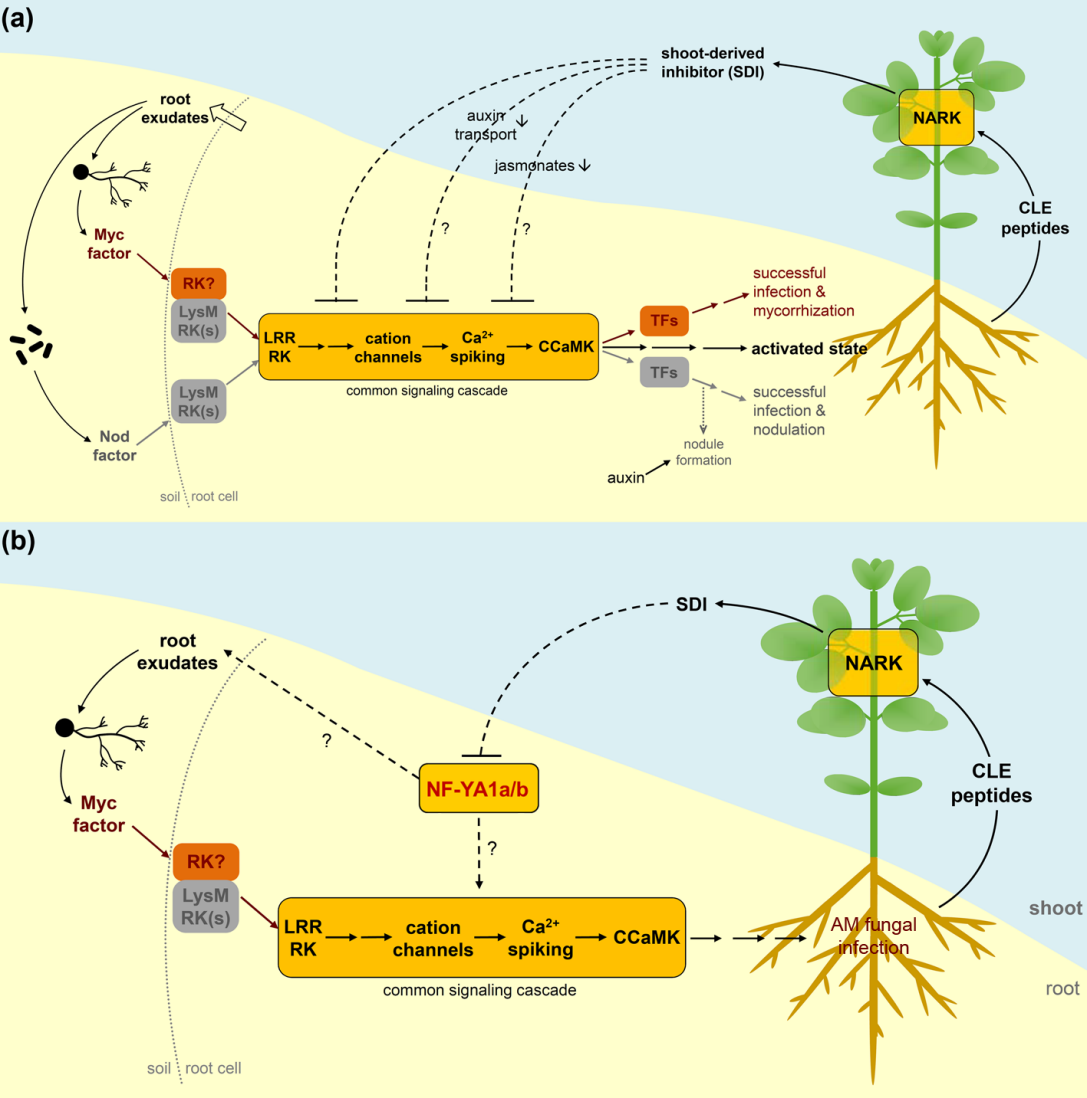
**Model of the autoregulation system in soybean and proposed function of GmNF-YA1a/b in AOM**. (**a**) Both, AM interaction and nodulation are based on an early signal exchange between the partners. Root exudates induce production of microbial signals (Myc/Nod factors) that are perceived by symbiosis-specific plasma membrane-bound receptor kinases (RKs). The signal is then translocated to the nucleus via activation of the common early signaling cascade finally leading to the induction of specific TFs that mediate successful mycorrhization or nodulation. Additionally, the so-called activated state of the root is induced resulting most likely in production of CLE peptides as putative root-derived signals activating NARK in the shoot. NARK reduces, probably via the shoot-derived inhibitor SDI, shoot-to-root auxin transport and JA biosynthesis in the shoot. Downstream of NARK unknown components finally suppress the common early signaling cascade leading to reduced subsequent infections with AM fungi and rhizobia. (**b**) Proposed model of GmNF-YA1a/b function in establishment and autoregulation in AM symbiosis. GmNF-YA1a/b promote formation of AM either via stimulating production of root exudates attracting AM fungi or by acting as positive regulator of one of the components of the early signal transduction cascade of AM establishment. After AM fungal infection, in soybean plants with functional NARK the gene expression of *GmNF-YA1a/b *is systemically downregulated in roots. This might be caused directly by SDI or by other signals downstream of SDI.

## Materials and methods

### Plant material, germination of seeds, and growth conditions

Seeds of soybean cv. Bragg (wild-type and two allelic *nark *mutant lines, nts382 and nts1007) were surface-sterilized with 1.5% sodium hypochlorite for 5 min. After washing with distilled water, seeds were germinated in wet expanded clay of 2 mm to 5 mm particle size (Original LamstedtTon; Fibo ExClay, Lamstedt, Germany). The same substrate was used for inoculum production and all experiments described below. If not mentioned otherwise, plants were grown in a plant growth chamber under 16 h light (200 µmol m^-2 ^s^-1^) at 26°C and 8 h dark at 22°C with a relative humidity of 60% to 65%. All plants were watered with distilled water and fertilized with Long Ashton nutrient solution containing 20% of the regular phosphate content [88].

### Fungal material and inoculation of plants

The AM fungus *R. irregularis *(formerly *Glomus intraradices *[89]) Schenk & Smith isolate 49 [90] was enriched by previous co-cultivation with leek (*Allium porrum *cv. Elefant) in a greenhouse. As inoculum, the freshly harvested substrate was used. Roots or root-parts of soybean plants were inoculated with *R. irregularis *by careful removal of the previous substrate and transfer into expanded clay containing 10% to 20% (v/v) *R. irregularis*-inoculum. Non-mycorrhizal roots or root-parts were transferred in the same way into pure expanded clay.

### Split-root experiments

In total, three independent split-root experiments (I-III) were performed. In each experiment, Bragg wild-type, nts382, and nts1007 plants were cultivated in parallel as follows: after 6 days of germination, the main root of the seedlings was cut off around 2 cm below the shoot basis, and seedlings were continued to be cultivated under the conditions described. After 2 days, plants were transferred to the split-root system by dividing the arising lateral roots onto two individual pots connected to each other (each 9 × 9 × 9.5 cm) (Figure S1 in Additional file 1). In doing so, mycorrhizal plants were inoculated on one root-part with 20% (v/v) inoculum. The other root-part and root-parts of control plants were not inoculated (Figure 1). Nineteen days after inoculation, 50% of the plants were harvested.

To check plants for AOM activation at the first harvest time-point, the non-harvested plants were transferred to bigger pots (each 11 × 11 × 11.5 cm). In doing so, the previously non-inoculated root-part of mycorrhizal plants and one root-part of control plants were inoculated with 10% (v/v) inoculum (Figure 1 and Figure S1 in Additional file 1). Plants were harvested 21 days after subsequent inoculation.

In experiment II and III some additional control and mycorrhizal plants were cultivated in bigger pots without subsequent inoculation and harvested 40 days after inoculation, and above- and below-ground plant tissues were harvested as described below.

### Root transformation experiments

For RNAi suppression of *GmNF-YA1a/b*, a fragment of *GmNF-YA1 *of 428 bp size was amplified using PCR Super Mix High Fidelity (Invitrogen, Carlsbad, CA, USA) (for primer binding sites see Figure S8a in Additional file 1). To allow directional cloning of the fragment in sense and antisense direction, the restriction sites *Bam*HI, *Spe*I and *Swa*I, *Asc*I, respectively, were attached during PCR (for primer sequences see Table S4 in Additional file 1). Gel-purified fragments were ligated into the pGEM-T Easy vector (Promega, Madison, WI, USA). Complementary sense and antisense arms, showing 100% nucleotide identity to Glyma03g36140, were cloned into the pRNAi vector [91] under the CaMV 35S promoter. The resulting construct was cloned into the pRedRootII vector that contains the gene for DsRed1 in the T-DNA region (kindly provided by R. Geurts, Wageningen, The Netherlands) using *Kpn*I and *Pac*I, and finally transformed into *A. rhizogenes *K599 [92]. As control, *A. rhizogenes *K599 cells were transformed with the empty pRedRootII vector.

Root transformation was performed according to the protocol published by Kereszt *et al. *[92] using a bacterial suspension that was injected into the hypocotyl close to the cotyledonary node of 5-day-old-seedlings of soybean wild-type, nts382, and nts1007. All seedlings were kept in a humid chamber under 100% humidity at 12 h light (200 µmol m^-2 ^s^-1^, 28°C) and 12 h dark (25°C). After 3 and 4 weeks, newly developed hairy roots were screened twice for fluorescence of DsRed1 using a fluorescence stereomicroscope equipped with a DsRed filter (Leica 409 MZ FLIII; Leica Microsystems, Wetzlar, Germany). Two to four hairy roots that showed the strongest fluorescence were kept, and the other hairy or wild-type roots were removed. Hairy roots were covered with expanded clay and plants were further cultivated in a greenhouse (16 h sun light supplemented with artificial light, 22°C; 8 h dark, 20°C) acclimating them slowly to lower humidity. One day after second screening, all plants were inoculated with 15% (v/v) inoculum, further cultivated in the greenhouse, and harvested 3 weeks later.

### Harvest of plants and plant tissues, isolation of total RNA

Split-root plants were rapidly taken out of the substrate, which was carefully removed from the root-parts. Root-parts and shoots were separated and immediately flash frozen in liquid nitrogen. Samples were homogenized in liquid nitrogen and stored at -80°C until extraction. Roots of *A. rhizogenes*-transformed plants were harvested in the same way. For staining of fungal structures (see below), a median cross-section of each root sample of approximately 1 cm length was taken before freezing.

Different tissues of some non-inoculated plants of split-root experiment II and III were harvested 7 weeks after sowing. For that purpose, shoots were rapidly dissected into shoot tips, young (sink) leaves, fully developed (source) leaves, yellowing (senescing) leaves, and stalks. For each plant, roots were rapidly removed from the expanded clay and six to ten root-tips, six to ten root-hair zones, and the remaining root material were selected. All tissues were immediately flash frozen, homogenized in liquid nitrogen and stored at -80°C.

Total RNA was isolated using the Qiagen RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) including DNA digestion (RNase-free DNase Set; Qiagen) according to the supplier's protocol.

### Staining of fungal structures and analyzing the degree of mycorrhization

Colonization with *R. irregularis *was analyzed in a representative cross-section of each root sample. Fungal structures in the root pieces of around 1 cm length were stained according to Vierheilig *et al. *[93] using 5% (v/v) ink (Sheaffer Skrip jet black; Sheaffer Manufacturing, Shelton, CT, USA) in 2% (v/v) acetic acid. The degree of mycorrhization was determined for at least 50 root-pieces per root sample using a stereomicroscope (Stemi 2000-C; Carl Zeiss, Jena, Germany). In root-transformation experiments, all root-pieces per root sample were analyzed. Pictures were taken with a digital microscope system (VHX-1000 equipped with a VH-Z250R zoom lens, Keyence, Osaka, Japan).

### Affymetrix analysis

RNA samples of three plants per treatment of the split-root experiment I were analyzed using Affymetrix GeneChips. Synthesis and purification of cDNA; synthesis, labeling, purification, quality control, and fragmentation of cRNA; and hybridization, washing, and scanning of the chips were done by the Affymetrix service partner Atlas Biolabs (Berlin, Germany) according to the supplier's protocols. Data of the binary files were processed and analyzed using the DNA-chip analyzer software package dChip [57]. Arrays were normalized on perfect match and mismatch probe level separately for roots and shoots with a root/shoot array with median overall intensity as baseline array. Afterwards, the model-based expression values were calculated for all arrays together. To find genes that are regulated by AM and NARK, pairwise comparisons and combined pairwise comparisons were performed with dChip. If not mentioned otherwise, the recommended presettings of the software were used. At first, we searched for *R. irregularis-*regulated genes in wild-type and in the nts1007 mutant. To find genes locally induced or suppressed after *R. irregularis*-inoculation, we performed the following comparisons, independently for wild-type and nts1007: mycorrhizal versus non-mycorrhizal root-parts of mycorrhizal plants and *versus *non-mycorrhizal roots of control plants (Figure 3a). To find genes systemically induced or suppressed after *R. irregularis*-inoculation, comparisons were performed as follows, again each for wild-type and nts1007: (I) shoots of mycorrhizal plants *versus *shoots of non-mycorrhizal plants (Figure 3b), (II) non-inoculated (autoregulated) root-parts of mycorrhizal plants *versus *roots of non-inoculated control plants (Figure 3c). The criteria for all comparisons performed with dChip were larger than two-fold changes with *P *≤0.1 (unpaired and paired t-tests). For nts1007, only those genes were counted, which showed changes compared to control nts1007 as well as to control wild-type tissue. To avoid under-estimation of the standard error of group means, the measurement error was considered leading to less significant *P *values than the standard analysis. The identification of additional candidate genes was performed using the clustering software CLANS [65].

Putative gene functions and categorizations are in accordance with the soybean Affymetrix GeneChip annotation of the NSF-funded project 'Gene Networks in Seed Development' [82]. Candidate genes without annotation were analyzed by sequence homology via searching the NCBI nucleotide collection with the BLAST tool [94]. Selected candidate genes (Table S1 in Additional file 2) were further analyzed by RT-qPCR. Target genes of Affymetrix probe sets were checked by BLAST analysis of the Affymetrix target sequence against the soybean genome [79] and updated with the latest version (Phytozome v9.0) [95].

The entire Affymetrix GeneChip data from this study are publicly available at the plant expression database PLEXdb [96] under the accession number GM53 [97] and at the Gene Expression Omnibus repository [98] under the GEO Series accession number GSE44685 [99].

### Determination of *R. irregularis *and soybean transcripts using RT-qPCR

Transcript levels of putative NARK-regulated soybean genes and of *R. irregularis β-Tubulin1 *(*RiBTub1*, GenBank:AY326320.1; for primer information see Table S4 in Additional file 1) were quantified by RT-qPCR. First strand cDNA synthesis of 1 µg RNA was performed in a final volume of 20 µL with M-MLV Reverse Transcriptase, RNase H Minus, Point Mutant (Promega) according to the supplier's protocol using oligo(dT)19 primer. RT^- ^samples were prepared in the same way using water instead of enzyme. QPCR primers for soybean candidate genes were designed with the Primer Express software (Applied Biosystems, Foster City, CA, USA) using the corresponding target sequences of the soybean Affymetrix GeneChip (for primer sequences see Table S1 in Additional file 2; primers of validated NARK-regulated genes are also listed in Table S4 in Additional file 1). As reference, soybean ubiquitin *GmSUBI-1 *transcripts were measured [GenBank:NM_001248971.1] (for primer information see Table S4 in Additional file 1).

For qPCR, 3 μL of 1:10 diluted cDNA were mixed with Brilliant II SYBR Green QPCR Master Mix (Agilent Technologies, Santa Clara, CA, USA), supplemented with the reference dye ROX (final concentration: 30 nM), 2 pmol of forward primer and 2 pmol of reverse primer in a final volume of 10 μL in two to three independent technical replicates. As negative controls, water and RT^- ^samples (1:10 diluted) were used instead of cDNA. Fluorescence of SYBR Green I and of ROX were measured using the Mx3000P and Mx3005P QPCR systems (Agilent Technologies) and the following PCR program: enzyme activation (95°C for 10 min), 40 cycles of amplification (95°C for 30 s, 60°C for 1 min with measurement of fluorescence at the end of this step), followed by dissociation (95°C for 1 min, 60°C for 30 s, heating up to 95°C with a heating rate of 0.1°C s^-1 ^and continuous measurement). Data were evaluated with the MxPro software (Agilent Technologies). For each sample, mRNA levels of target genes were normalized to *GmSUBI-1 *mRNA by the comparative Ct (2^-ΔCt^) method [100].

### Statistical analysis

All data are derived from at least three biological replicates per experiment. The exact number of replicates used for each analysis is given in the corresponding figure legend. If not mentioned otherwise, data are tested for significant differences with *P *≤0.05 by the Student's t-tests. In case of multiple testing, Bonferroni correction was applied.

### Data access

Supplemental material is available for this article. The Affymetrix GeneChip data from this study have been submitted to the plant expression database PLEXdb [96] and are available under the accession number GM53 [97] and have in addition been deposited in the Gene Expression Omnibus [98] accessible through GEO Series accession number GSE44685 [99].

## Abbreviations

AM: arbuscular mycorrhiza; AOM: autoregulation of mycorrhization; NF-Y: nuclear factor Y; RK: receptor kinase; RNAi: RNA interference; RT-qPCR: reverse transcriptase quantitative polymerase chain reaction; TF: transcription factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SS, PMG, and BH designed the research and discussed the data. SS performed the research, analyzed the data, and wrote the manuscript. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Supplemental Figures S1 to S10 and Supplemental Table S4: Figure S1**. Procedure and plant photographs of split-root experiments. Figure S2. Mycorrhization phenotype of wild-type, nts382, and nts1007 in the split-root experiments II and III. Figure S3. Mycorrhization phenotype of wild-type, nts382, and nts1007 in dependence on phosphate and nitrate fertilization. Figure S4. Putative NARK-response genes identified by Affymetrix GeneChip analysis. Figure S5. Additional putative NARK-response genes in soybean plants 19 days after inoculation. Figure S6. Putative NARK-response genes in 7-week-old soybean plants. Figure S7. Affymetrix gene expression data of putative *annexins *19 days after inoculation. Figure S8. Sequence information of the putative *CCAAT-binding TF *genes targeted by GmaAffx.40657.1.S1_at. Figure S9. Affymetrix gene expression data of other putative *NF-Y *genes in soybean plants 19 days after inoculation. Figure S10. Transcripts accumulation of the putative *NF-YA *genes Glyma10g10240 and Glyma02g35190 in root tissue upon *R. irregularis*-inoculation. Table S4. Sequences of primers used for RT-qPCR analysis and for creating the RNAi construct. Click here for file

Additional file 2 **Supplemental Tables S1 to S3: **Table S1. Soybean genes found in the Affymetrix data to be locally regulated by *R. irregularis *19 days after inoculation. Table S2. Soybean candidate genes selected by Affymetrix data for further analyses. Table S3. Affymetrix data of putative *CCAAT binding TF *genes of soybean. Click here for file

# Supplementary material for: Analyzing the soybean transcriptome during autoregulation of mycorrhization identifies the transcription factors GmNF-YA1a/b as positive regulators of arbuscular mycorrhization
**Source:** Genome Biol. 2013 Jun 18;14(6):R62. doi: 10.1186/gb-2013-14-6-r62
**Supplement:** Additional file 1 — Supplemental Figures S1 to S10 and Supplemental Table S4: Figure S1. Procedure and plant photographs of split-root experiments. Figure S2. Mycorrhization phenotype of wild-type, nts382, and nts1007 in the split-root experiments II and III. Figure S3. Mycorrhization phenotype of wild-type, nts382, and nts1007 in dependence on phosphate and nitrate fertilization. Figure S4. Putative NARK-response genes identified by Affymetrix GeneChip analysis. Figure S5. Additional putative NARK-response genes in soybean plants 19 days after inoculation. Figure S6. Putative NARK-response genes in 7-week-old soybean plants. Figure S7. Affymetrix gene expression data of putative annexins 19 days after inoculation. Figure S8. Sequence information of the putative CCAAT-binding TF genes targeted by GmaAffx.40657.1.S1_at. Figure S9. Affymetrix gene expression data of other putative NF-Y genes in soybean plants 19 days after inoculation. Figure S10. Transcripts accumulation of the putative NF-YA genes Glyma10g10240 and Glyma02g35190 in root tissue upon R. irregularis-inoculation. Table S4. Sequences of primers used for RT-qPCR analysis and for creating the RNAi construct.

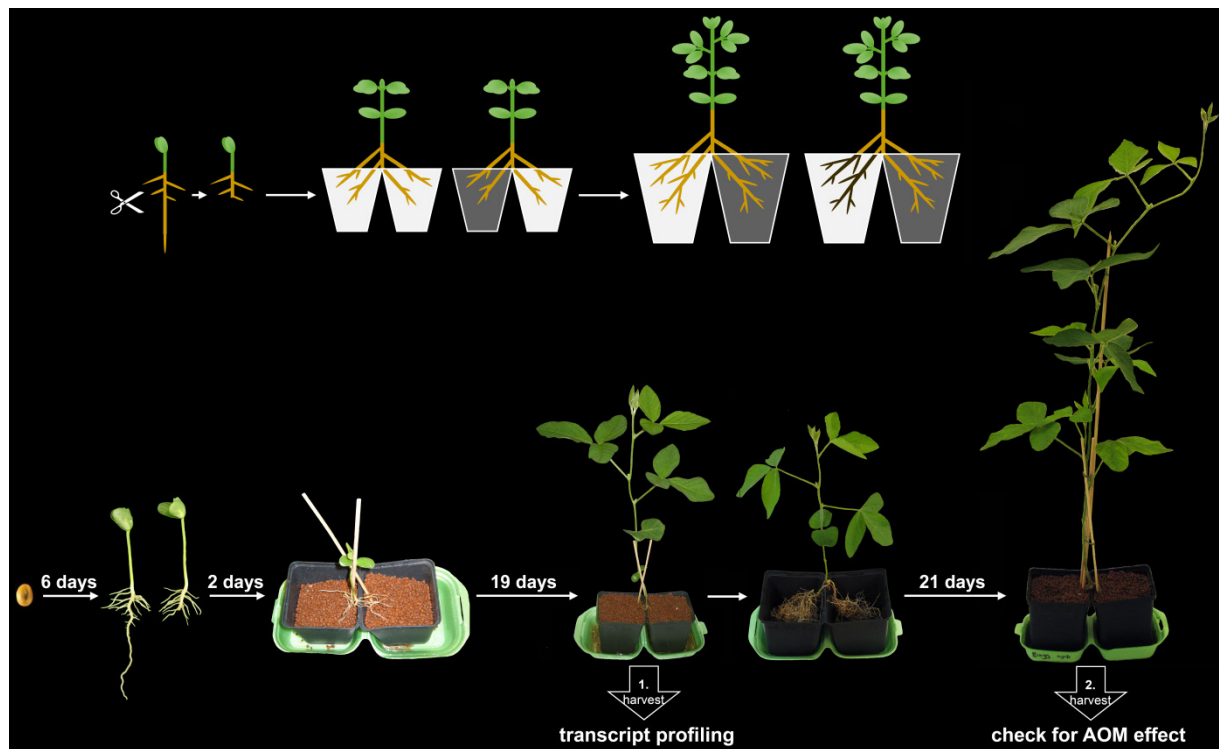

Figure S1. Procedure and plant photographs of split-root experiments.

Plants of soybean wild type, *nts382* and *nts1007* were set-up as split-root plants as described in the Materials and methods section and in Figure 1. The photographs show representative plants at time-point of cutting off the main root (6 days after germination of seeds), of transferring the plants into the split-root system (after 2 days of recovery), of first harvest or subsequent inoculation (19 days after initial inoculation with *R. irregularis* at the first root-part) and of second harvest (21 days after subsequent inoculation of second root-parts). The schematic drawing illustrates the inoculation of different root-parts with *R. irregularis* (indicated by the dark color, see also Figure 1).

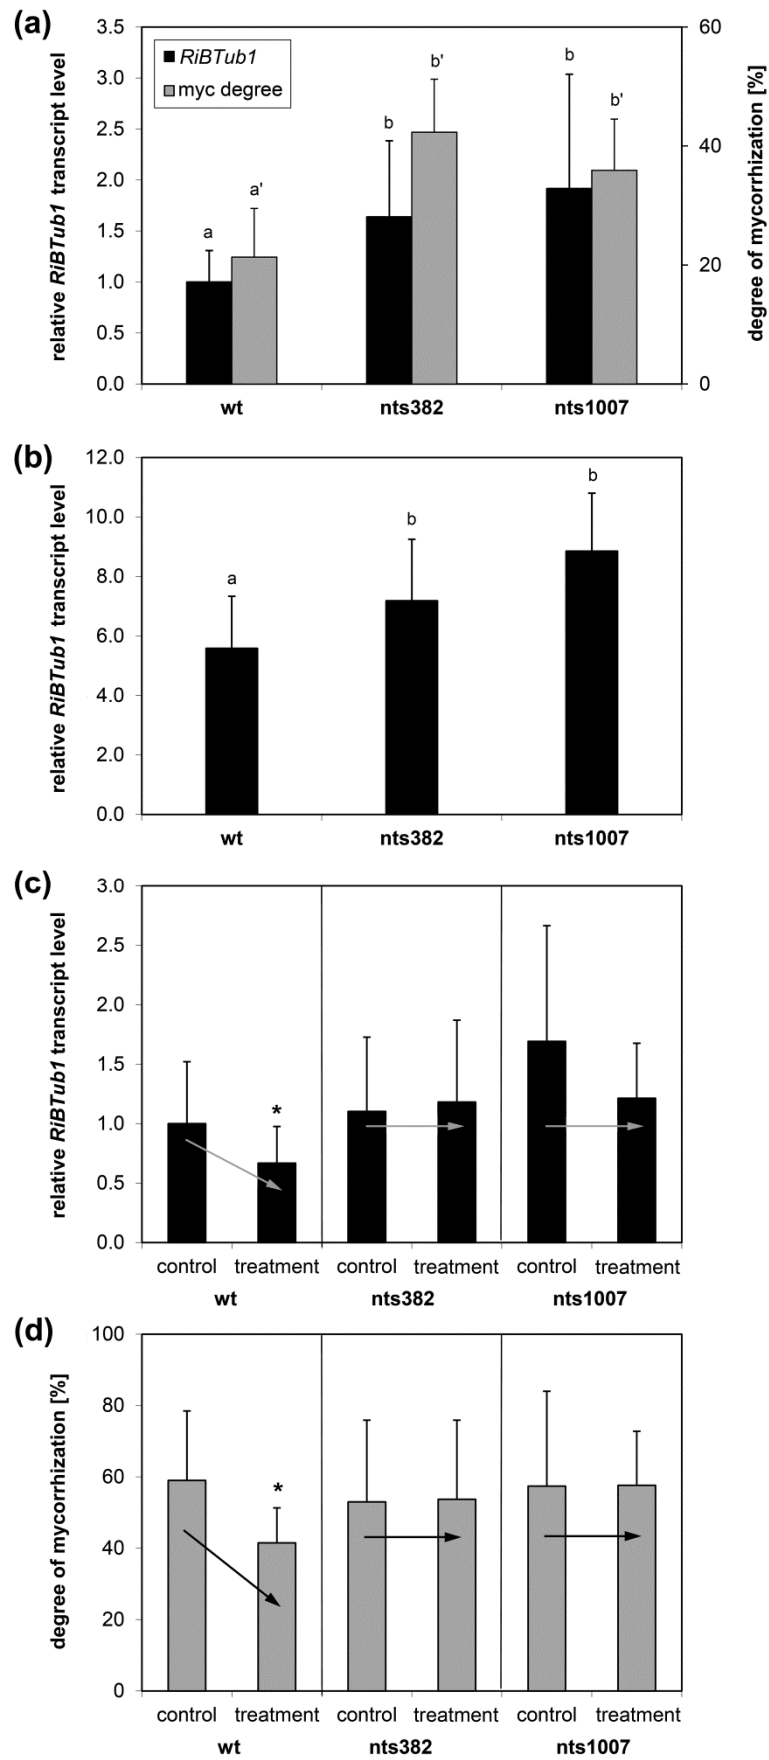

Figure S2. Mycorrhization phenotype of wild type, *nts382*, and *nts1007* in the split-root experiments II and III.

(a, b) Colonization of initially inoculated root-parts at time-point of first harvest (= 19 days after inoculation with *R. irregularis*) (a) and at time-point of second harvest (= 40 days after inoculation with *R. irregularis*) (b).

(c, d) Colonization of subsequently inoculated root-parts at time-point of second harvest (= 21 days after inoculation with *R. irregularis*).

The colonization of root-parts by *R. irregularis* was analyzed microscopically after staining of roots (degree of mycorrhization) (a, d) and/or by transcript analysis of the *R. irregularis* marker gene *RiBTub1* (a-c). Transcript levels of *RiBTub1* were normalized to transcript levels of the soybean ubiquitin gene *GmSUBI-1*. Afterwards, for each split-root experiment, relative *RiBTub1* transcript levels were set in relation to the mean values of initially inoculated root-parts of treated wild-type plants (a) or of subsequently inoculated root-parts of wild-type control plants (b, c). All data are given as mean values of ≥ 12 plants of two independent experiments + SD. Data of initially inoculated root-parts (a, b) were statistically analyzed by multiple Student's t-tests with Bonferroni correction; different letters designate significant differences with $P \leq 0.05$. Data of subsequently inoculated root-parts (c, d) were pairwise compared between control and mycorrhizal plants ('treatment'), each for wild type, nts382 and nts1007, by the Student's t-test. * $P \leq 0.05$.

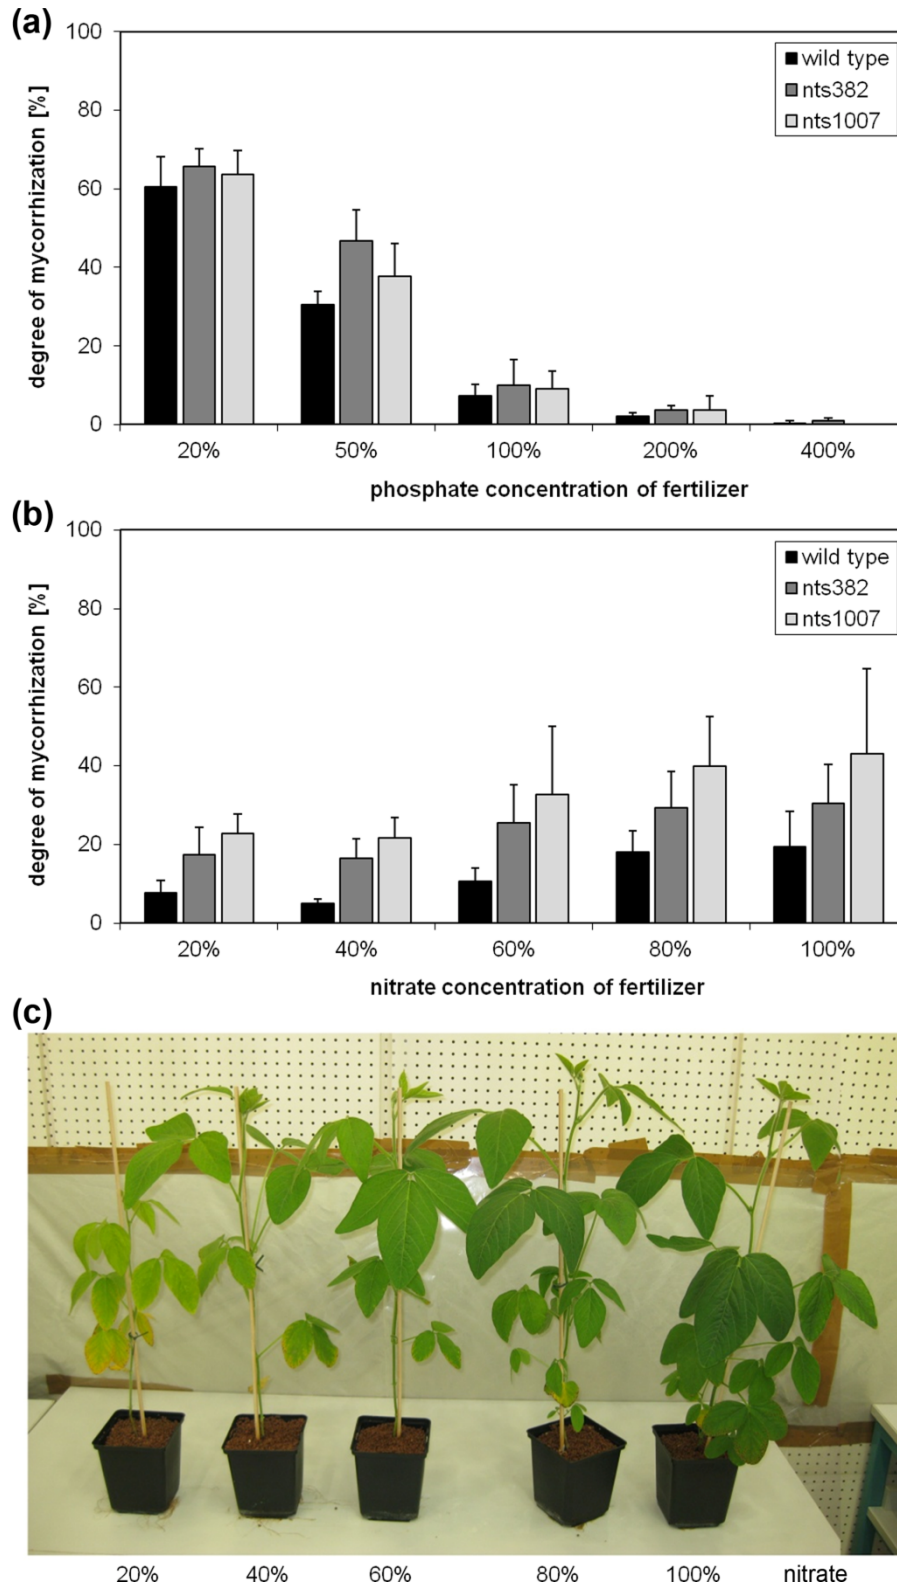

Figure S3. Mycorrhization phenotype of wild type, nts382, and nts1007 in dependence on phosphate and nitrate fertilization.

(a, b) Degree of mycorrhization of plants fertilized with different amounts of phosphate (a) or nitrate (b). Plants of both experiments were grown up and cultivated as described for the split-root experiments but without dividing the roots on two compartments. Instead, 10-day-

old plants were transferred each to one pot (9 x 9 x 9.5 cm) and inoculated with 20% (v/v) *R. irregularis* inoculum. Twice per week, plants were fertilized with 25 ml 10x Long Ashton nutrient solution [88], supplemented with different amounts of phosphate or nitrate given in relation to the regular amounts of phosphate and nitrate (=100%). For testing distinct phosphate concentrations, 20%, 50%, 100%, 200%, and 400% of the regular phosphate content was used. To avoid putative nitrate limitation at 400% phosphate concentration (which might in return stimulate mycorrhization), 200% of nitrate was used; all other plants of the phosphate test were fertilized with 100% regular nitrate concentration. To induce nitrate deficiency, concentrations of 20%, 40%, 60%, 80%, and 100% of nitrate were used; phosphate concentration was constant at 100% to avoid additional phosphate depletion. Plants were harvested 4 weeks after inoculation. The degree of mycorrhization was analyzed in a representative cross-section of each root system, in which fungal structures were stained as described in the Materials and methods section. Data are presented as mean values + SD ($n = 5$).

(c) Picture of representative plants fertilized with different nitrate concentrations taken prior to harvest.

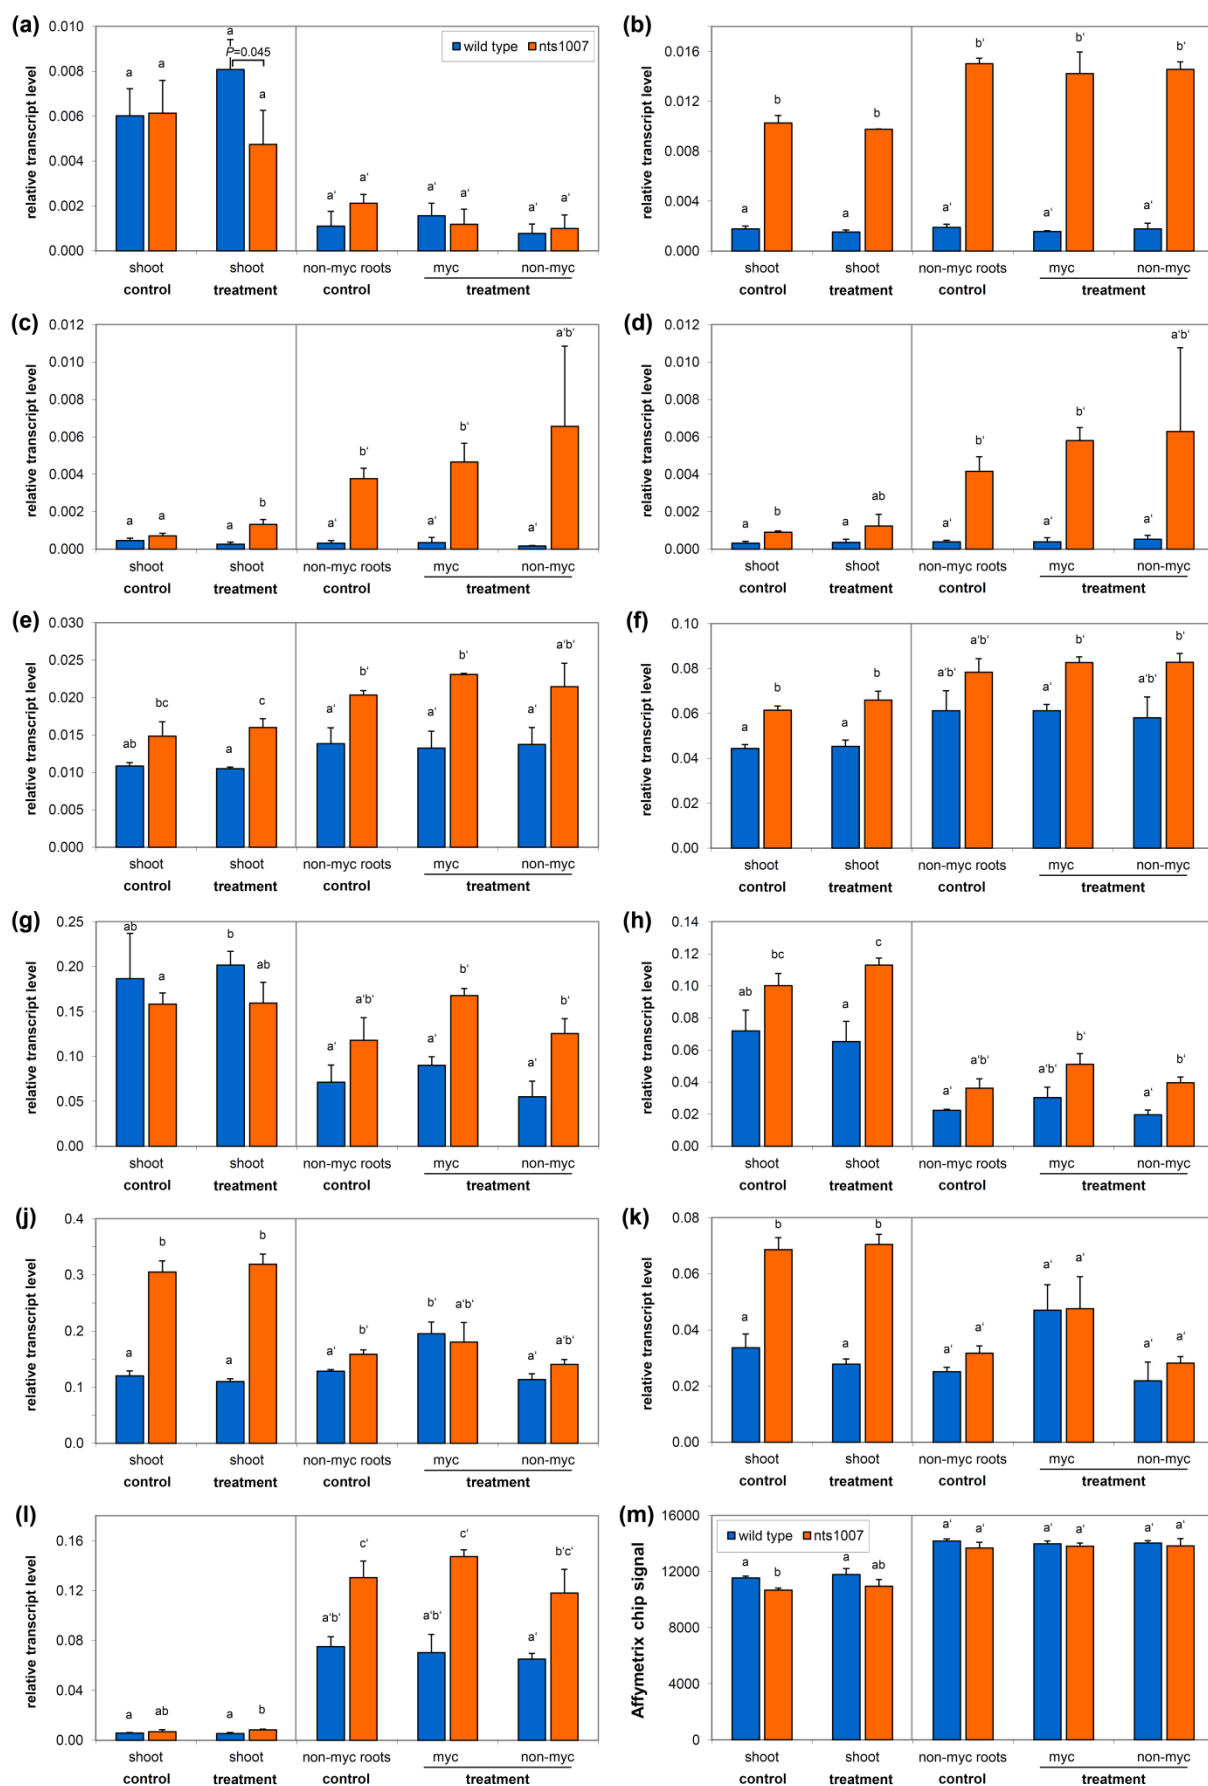

Figure S4. Putative NARK-response genes identified by Affymetrix GeneChip analysis.

(a) GmaAffx.30002.1.S1_at targeting Glyma15g15171 (unknown).

- (b)** Gma.7686.1.S1_at targeting Glyma18g17440 (putative *ornithine acetyl transferase*).
- (c)** GmaAffx.82595.1.S1_at targeting Glyma02g11150 (*GmSIK1*).
- (d)** GmaAffx.82595.2.S1_at targeting Glyma02g11150 (*GmSIK1*).
- (e)** GmaAffx.68580.1.S1_at targeting Glyma17g09270 (putative *DEAD box RNA helicase*).
- (f)** GmaAffx.46141.1.S1_at targeting Glyma17g09270 and Glyma05g02590 (putative *DEAD box RNA helicases*).
- (g)** Gma.6487.1.A1_at targeting Glyma10g35000 (unknown).
- (h)** Gma.17992.1.S1_at targeting Glyma07g36986 (unknown).
- (j)** Gma.3440.2.S1_at targeting Glyma15g38010 (putative *annexin*).
- (k)** Gma.3440.2.S1_a_at targeting Glyma13g26960 and Glyma15g38010 (putative *annexins*).
- (l)** GmaAffx.40657.1.S1_at targeting Glyma03g36140 and Glyma19g38800 (putative *NF-YAs*).
- (m)** GmaAffx.93644.1.S1_x_at targeting Glyma20g27950 (*GmSUBI-1*).

Transcript accumulation was determined by Affymetrix GeneChip analysis in wild-type and *nark* mutant nts1007 plants harvested 19 days after initial inoculation with *R. irregularis*. Mycorrhizal plants ('treatment') were inoculated only on one root-part (myc) as shown in Figure 1. The other root-part stayed non-inoculated (non-myc). Control plants were completely non-mycorrhizal. Relative transcript levels were calculated by setting Affymetrix chip signals for putative NARK-response genes (a-k) in relation to chip signals for *GmSUBI-1* (l). 

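GmSUBI-1, a polyubiquitin gene used as reference, had group means between 13362.7 and 16046.7 signal units, the lowest in non-myc root-parts of nts1007 and the highest in those of wild-type. Relative to it on the same array, the GmNF-YA1 probe set GmaAffx.40657.1.S1_at stood at 0.0686 ± 0.0121 in control roots, 0.0556 ± 0.0103 in non-myc root-parts and 0.0652 ± 0.0164 in myc root-parts of wild-type (SD, n = 3). In nts1007 it stood at 0.120 ± 0.0110, 0.116 ± 0.0293 and 0.125 ± 0.00859 (SD, n = 3). The ornithine acetyl transferase probe set Gma.7686.1.S1_at stood at 0.0106 ± 0.00117 in control roots of nts1007 and 0.000643 ± 0.000382 in those of wild-type (SD, n = 3), the latter from signals below background. The annexin probe set Gma.3440.2.S1_at stood in treatment shoots at 0.0885 ± 0.00553 in wild-type and 0.271 ± 0.0219 in nts1007 (SD, n = 3). In wild-type roots it stood at 0.160 ± 0.0294 in myc and 0.0797 ± 0.0215 in non-myc root-parts (SD, n = 3). On signals without the reference this annexin rose in wild-type myc against non-myc root-parts by 0.91 on the log2 scale (adjusted p = 0.00618 from limma), while the log2 fold change was 0.67 against control roots (adjusted p = 0.0509 from limma) and 0.53 against non-myc root-parts in nts1007 (adjusted p = 0.246 from limma).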

For Affymetrix chip signals of putative NARK-regulated genes see Table S2 in Additional file 2. Data are mean values + SD ($n = 3$). Different letters indicate significant differences ($P \leq 0.05$, multiple Student's *t*-tests with Bonferroni correction performed separately for shoots and root-parts). The given *P*-value in (a) derived from a pair-wise comparison.

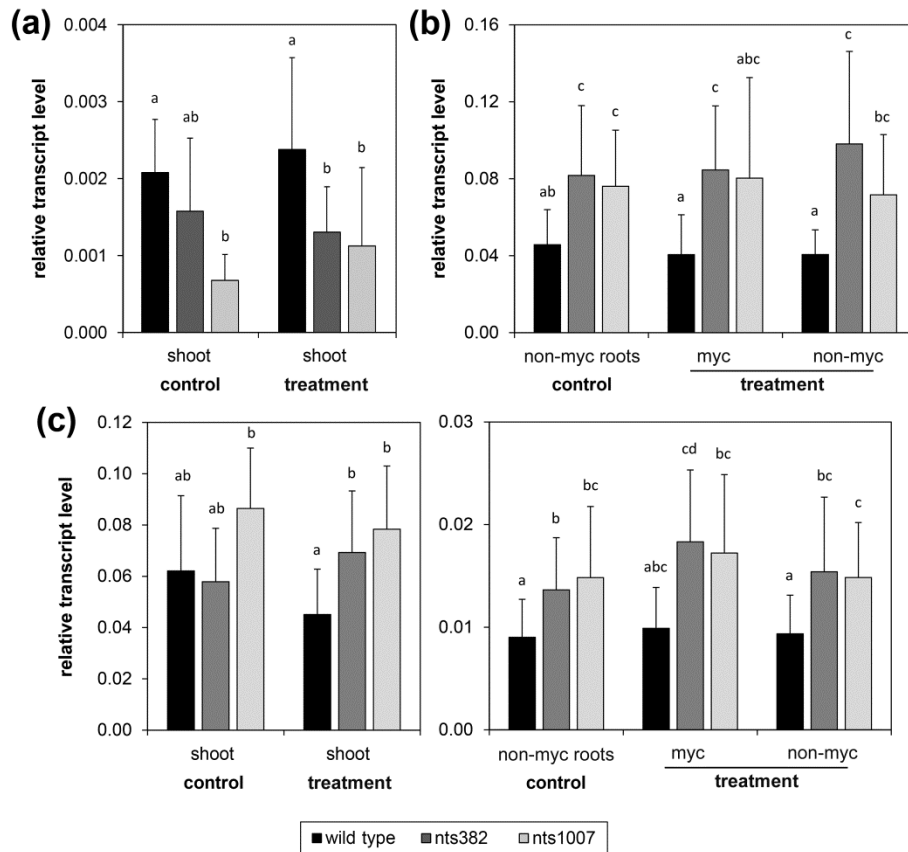

Figure S5. Additional putative NARK-response genes in soybean plants 19 days after inoculation.

(a) Glyma15g15171, unknown function.

(b) Glyma10g35000, unknown function.

(c) Glyma07g36986, unknown function.

Transcript levels relative to *GmSUBI-1* were determined by RT-qPCR in wild-type and *nark* mutant (nts382 and nts1007) plants harvested 19 days after initial inoculation with *R. irregularis* (for details see Figure 1). Data are mean values + SD with $n = 9-18$ and $n = 8-15$ for wild type and *nark* mutants, respectively, coming from at least two independent experiments. Different letters indicate significant differences ($P \leq 0.05$, multiple Student's *t*-tests with Bonferroni correction).

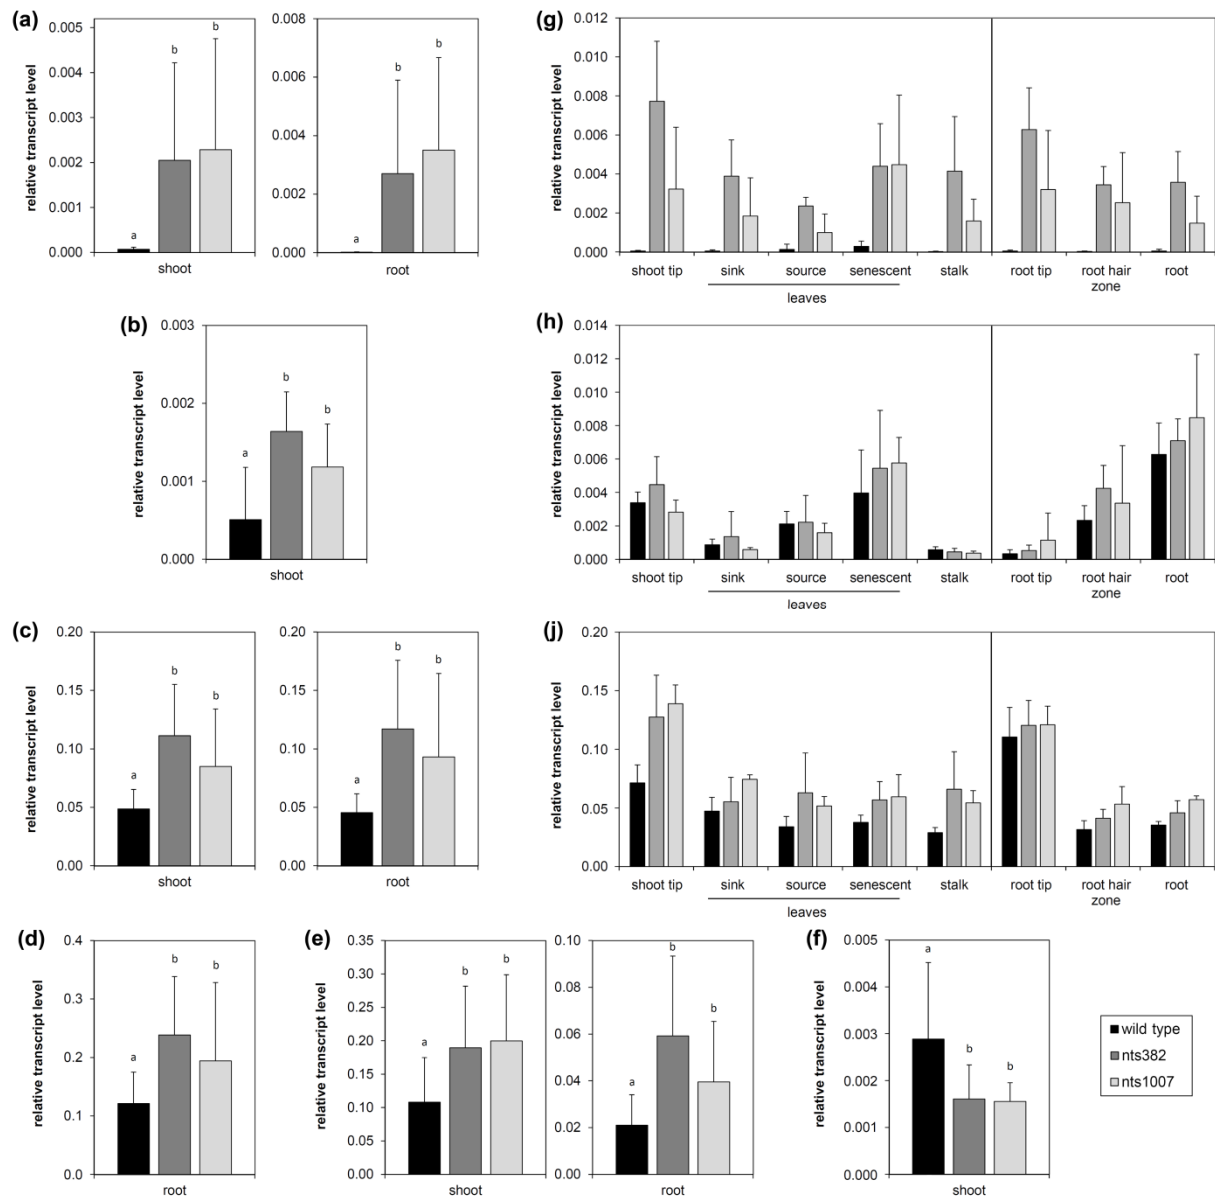

Figure S6. Putative NARK-response genes in 7-week-old soybean plants.

(a-f) Relative transcript levels in shoots and/or roots of mycorrhizal wild-type, nts382 and nts1007 plants 40 days after inoculation. Transcript levels relative to *GmSUBI-1* were determined by RT-qPCR. Data are means + SD with $n \geq 10$ and $n \geq 8$ for wild type and *nark* mutants, respectively, coming from two independent experiments. Different letters indicate significant differences ($P \leq 0.05$, multiple Student's t-tests with Bonferroni correction).

(g-j) Relative transcript levels in different tissues of non-inoculated 7-week-old wild-type and *nark* mutant (nts382 and nts1007) plants. (g) Mean values + SD with $n = 10$ and $n = 6-7$ for wild type and *nark* mutants, respectively, coming from two independent experiments. (h, j) Mean values + SD of plants of one experiment; wild type: $n = 5-6$, *nark* mutants: $n = 3$.

(a, g) Glyma18g17440, putative *ornithine acetyl transferase*.

(b, h) Glyma02g11150, *Stress-induced receptor-like kinase (GmSIK1)*.

(c, j) Glyma17g09270, putative *DEAD box RNA helicase*.

(d) Glyma10g35000, unknown function.

(e) Glyma07g36986, unknown function.

(f) Glyma15g15171, unknown function.

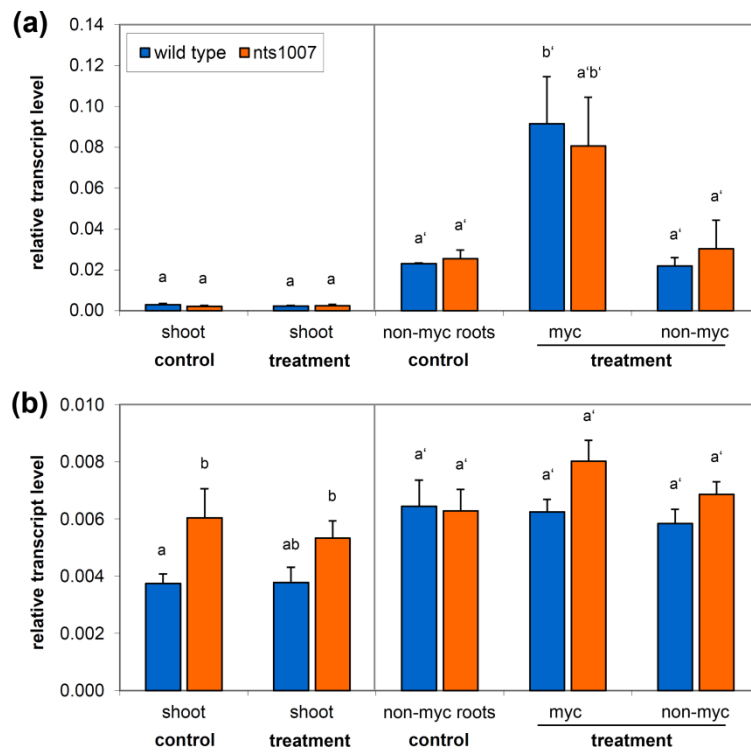

Figure S7. Affymetrix gene expression data of putative *annexins* 19 days after inoculation.

(a) GmaAffx.1082.1.S1_at targeting the predicted *annexin* Glyma04g27100.

(b) GmaAffx.1082.1.A1_at targeting the predicted *annexin* Glyma11g21457.

Affymetrix chip signals for putative *annexin* genes were set in relation to chip signals for GmaAffx.93644.1.S1_x_at targeting *GmSUBI-1* (see Figure S4m). Data are means + SD of three biological replicates. For details see the Materials and methods section. Different letters indicate significant differences ($P \leq 0.05$, multiple Student's t-tests with Bonferroni correction performed separately for shoots and root-parts).

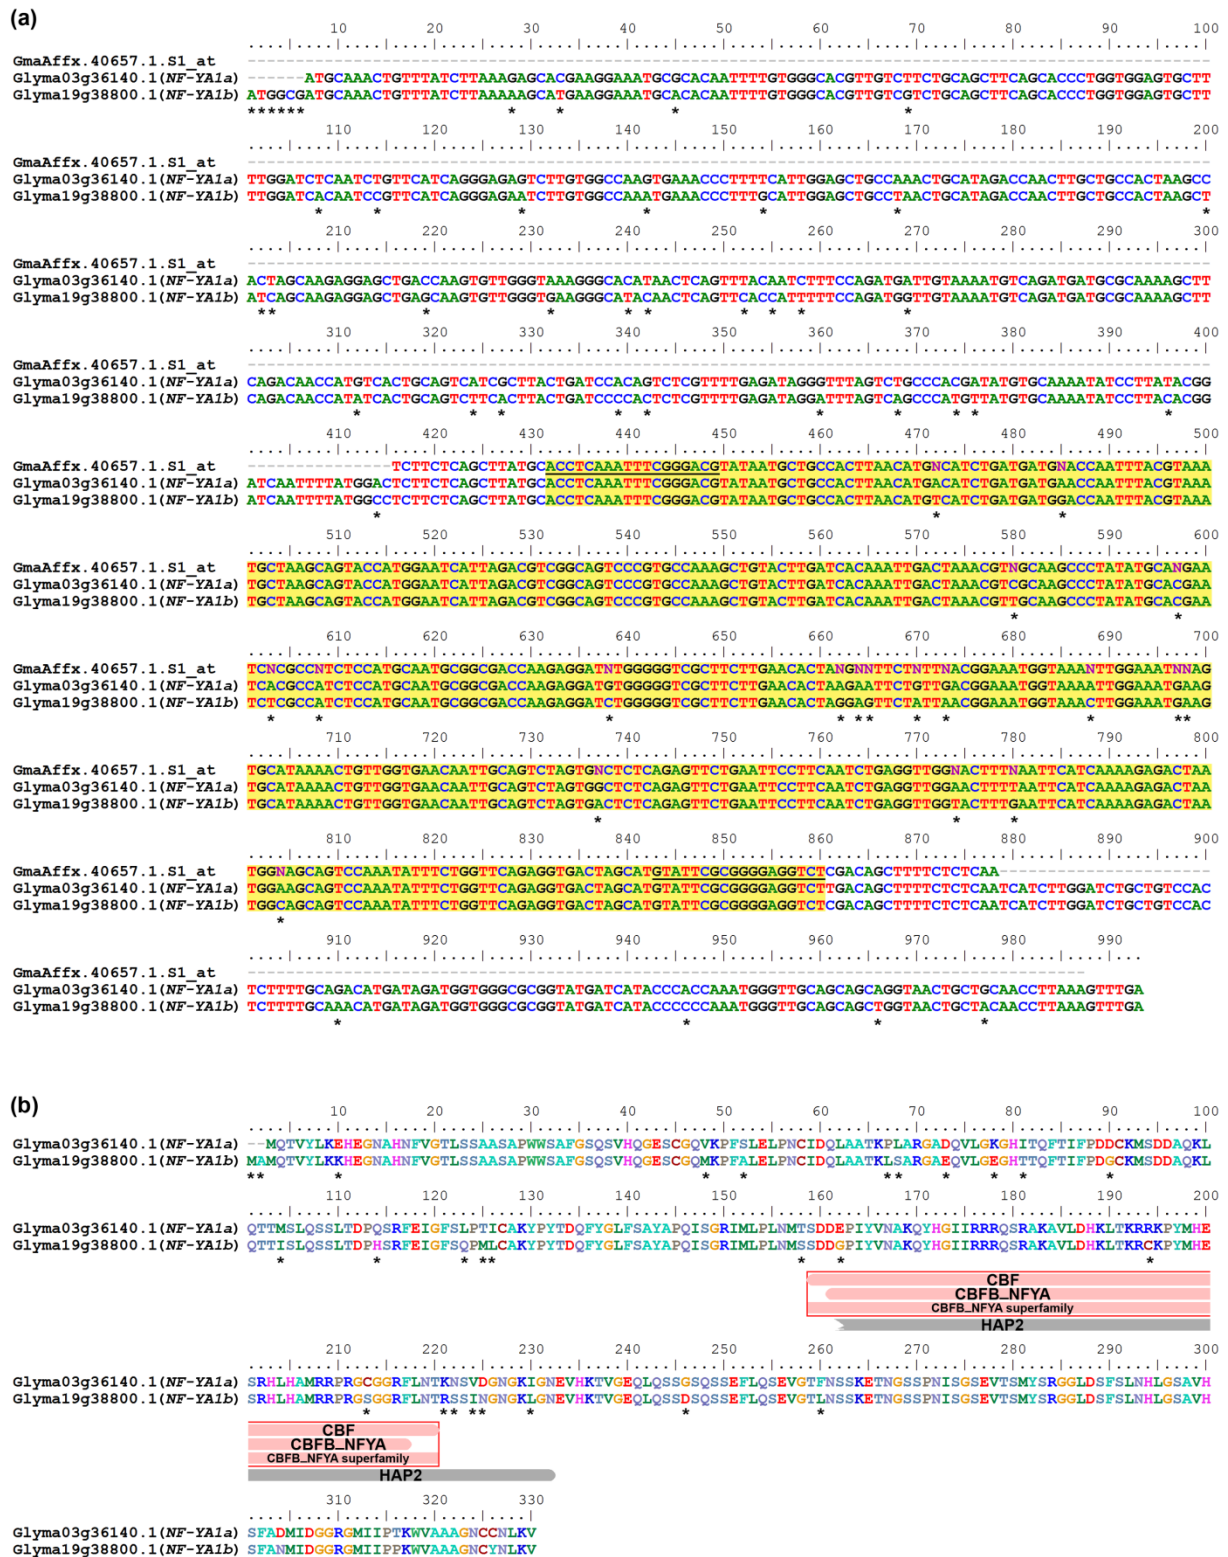

amplification are underlined. The cloned sense and antisense arms were 100% identical to the Glyma03g36140 sequence.

(b) Amino acid alignment of NF-YA1a and NF-YA1b and conserved protein domains. To find conserved protein domains, the NCBI CD-search tool (<http://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi>) was used.

Both alignments were performed with the free software BioEdit (<http://www.mbio.ncsu.edu/bioedit/bioedit.html>). Asterisks indicate mismatches in the sequence alignments.

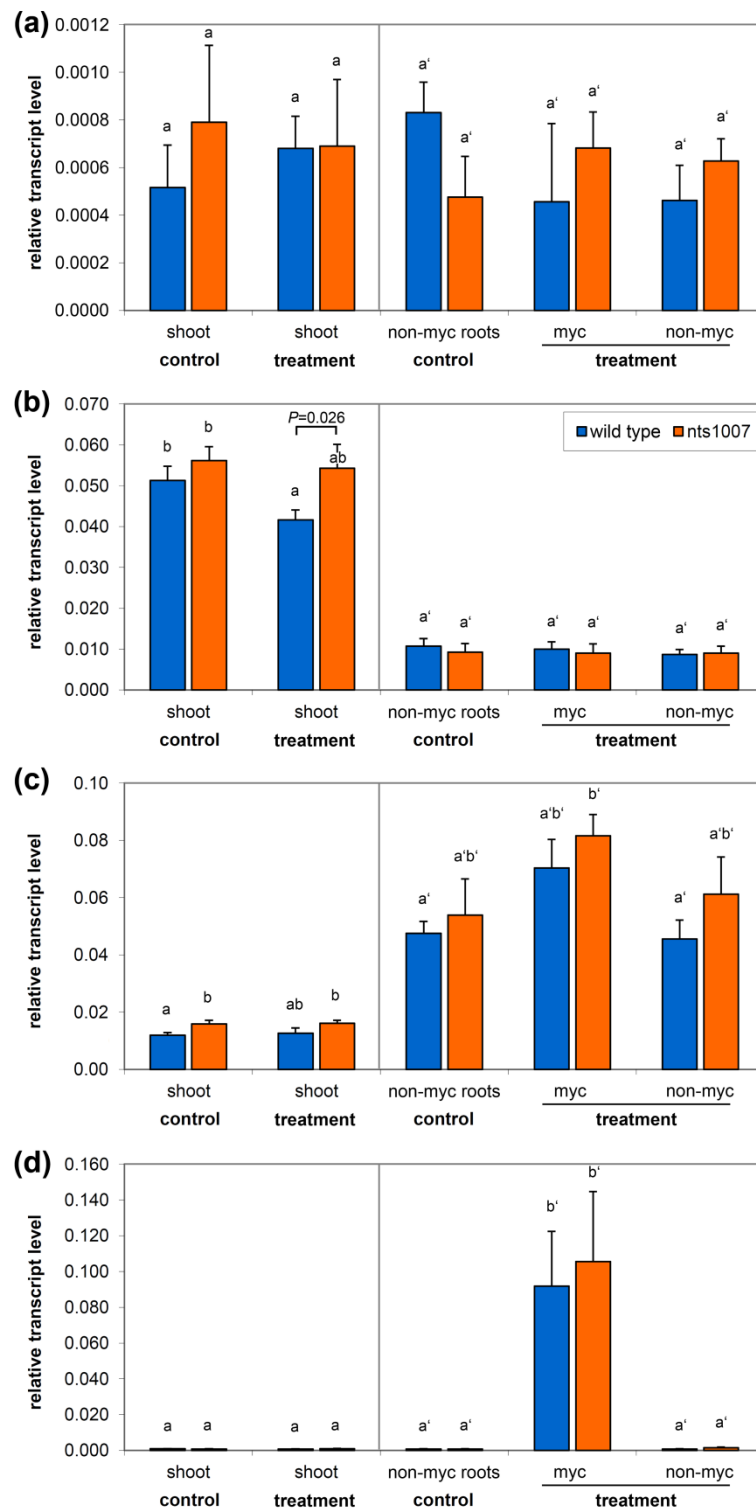

Figure S9. Affymetrix gene expression data of other putative *NF-Y* genes in soybean plants 19 days after inoculation.

(a) Gma.8502.1.S1_at, targeting Glyma20g00240 (putative *NF-YB*).

(b) Gma.12719.1.S1_at, targeting Glyma02g46970 (putative *NF-YB*).

(c) Gma.3174.1.S1_at, targeting Glyma09g07960 (putative *NF-YA*).

(d) GmaAffx.66953.1.S1_at, targeting Glyma12g34510 (putative *NF-YC*).

Affymetrix chip signals for putative *NF-Y* genes were set in relation to chip signals for GmaAffx.93644.1.S1_x_at targeting *GmSUBI-1* (see Figure S4m). Data are mean chip signal

+ SD of three biological replicates. For details see the Materials and methods section. Different letters indicate significant differences ($P \leq 0.05$, multiple Student's t-tests with Bonferroni correction performed separately for shoots and root-parts). The given P value in (a) derived from a pair-wise comparison. Data of all predicted *NF-Y* genes located on the Affymetrix GeneChip for soybean are listed in Table S3 in Additional file 2.

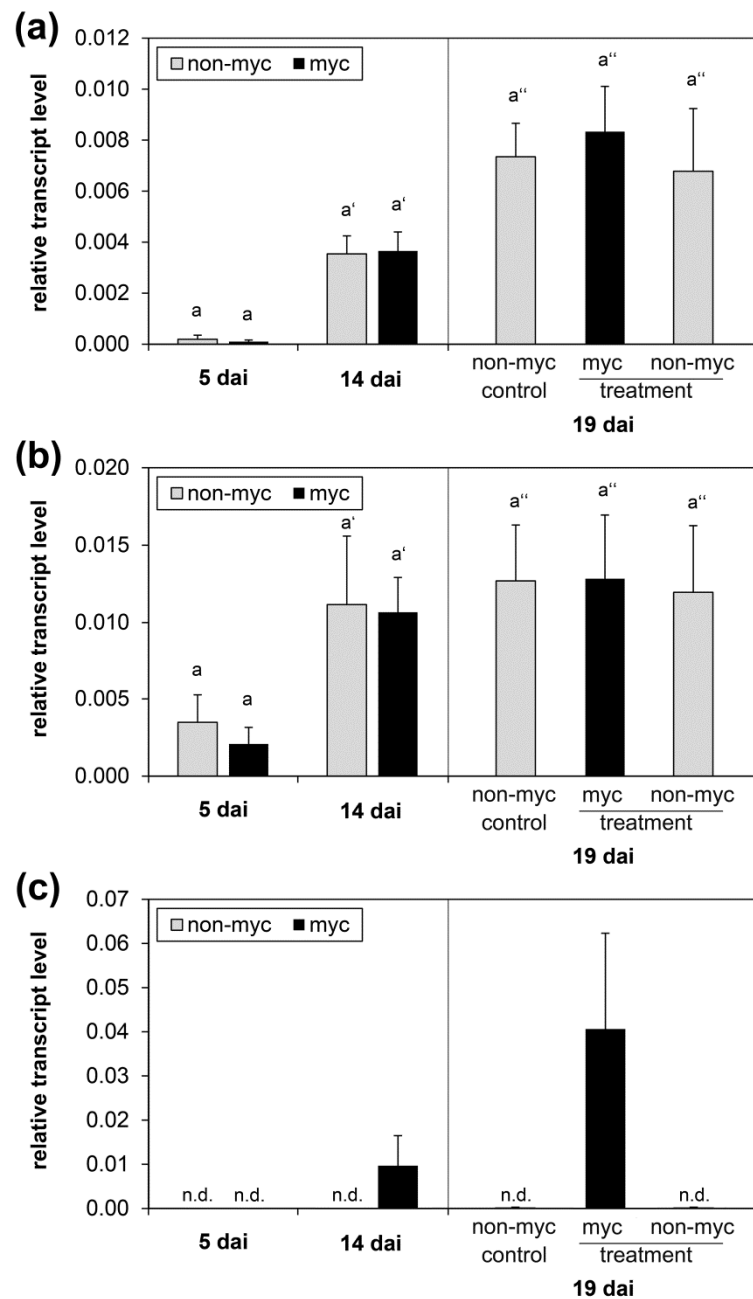

Figure S10. Transcript accumulation of the putative *NF-YA* genes Glyma10g10240 and Glyma02g35190 in root tissue upon *R. irregularis*-inoculation.

Relative Transcript levels of the *NF-YA*s Glyma10g10240 **(a)** and Glyma02g35190 **(b)** and of the AM fungal gene *RiBTub1* as marker for root colonization **(c)**. Plants harvested 5 and 14 days after inoculation (dai) were cultivated in a non-split-root system and were either inoculated with *R. irregularis* ('myc') or stayed non-inoculated ('non-myc') ($n = 5-6$). Plants harvested 19 days after inoculation are from two independent split-root experiments (total $n = 9$). Transcript levels were determined by RT-qPCR and set in relation to *GmSUBI-1*. Data are presented as means + SD. For each time-point, data of non-inoculated and inoculated root samples were compared by the Student's t-test with Bonferroni correction. Note that no significant (with $P \leq 0.05$) transcript regulation by AM was detected. However, both genes showed a developmentally regulated mRNA accumulation. n.d.: not detected.

Table S4: Sequences of primers used for RT-qPCR analysis and for creating the RNAi construct.

Target name	Forward primer (5'-3') ^a	Reverse primer (5'-3') ^a	Reference
Glyma15g15171	TGGGCGAAATAAAGGTGATGAA	GGCTCCGCCATTTTACAGATAGT	
Glyma18g17440	CCTGGCATTGATCATTTTCTC	CATCTTGTATTTCCAATAGACGTGA	
<i>GmSIK1</i> (Glyma02g11150)	GGTGTGAGTTGCTACATCGATCA	TTACGAATTCCGCACTTGTATGTT	
Glyma17g09270	CCTGCGTTGACTGCATTGG	TGGCATTGGAACCTGACGTT	
Glyma10g35000	GACAAACCCGTTGGCACTCA	TTGGAAGCTGAACCCTTGGAT	
Glyma07g36986	CAGATGCAACCATGAATCCTTTAA	TGGAGGCAATAACAGCAGAAATT	
Glyma15g38010	AGGTTCTGCGCAACGCTCTA	CTCTTTGATGTCCCTGAGGTCCTT	
Glyma13g26960	GCAATGCGATAAAAGGGGTTGG	CTCTTTGATGTCCCTGAGGTCCTT	
<i>GmNF-YA1</i> (Glyma03g36140+<br>Glyma19g38800)	TCAGCTTATGCACCTCAAATTTTCG	TCAATTTGTGATCAAGTACAGCTTTGG	
<i>GmNF-YA1a</i> (Glyma03g36140)	AGCTTCGTTTCAGTTGCGTG	TACAATGAGCCAAGGATGGA	
<i>GmNF-YA1b</i> (Glyma19g38800)	AGCTTCTTTTTCGTTGTGTTG	TACAATGAGCCAAGGATGGA	
Glyma10g10240	ACATGGTATTATCACGCCCACTA	AGAATCACACCTCCAGAACGAA	
Glyma02g35190	GCAGACATGATAGGTAGTGAGCA	GGCACGCCTCCAAAACAAA	
Glyma13g08720	TCATTTTCGCGGGTTTAGTC	GCTTGCTTCACGTTTCCTTC	[86]
Glyma14g28780	ATGTTTAACTGTGGGCGGCG	CCCTATTATTGGGCGTCGGT	[86]
Glyma14g36650	GGACTCCCGAATGAATGCTA	AGCTGCAGTCAACTCCCCTA	[86]
<i>RiBTub1</i>	CCAAGTTATGGCGATCTCAACA	AAGACGTGGAAGAGGCACCA	[56]
<i>GmSUBI-1</i>	TGCAGATTTTTGTGAAGACTCTTACG	CCCTCCTTGTCTGAATCTTAGC	
RNAi sense-arm	ggatccACCTCAAATTTTCGGGACGTA	actagtAGACCTCCCCGCGAATAC	
RNAi antisense-arm	<i>ggcggcgcat</i> tttaaatACCTCAAATTTTCGGGACG	<i>ttatatggcgcgcc</i> AGACCTCCCCGCGAATAC	

^auppercase letters indicate gene-specific sequences, lowercase letters indicate attached restriction sites, italic letters indicated bases attached for improved GC content and stability of primer

How the deposited data were processed for this re-analysis (not part of the article)

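Transcripts of roots and shoots were measured on the Affymetrix Soybean GeneChip with 30 arrays, each from 1 plant. The article gives 3 plants per treatment, so the root and shoot arrays of a treatment are not from separate plants. Wild-type and nts1007 plants with split roots were grown without the fungus (control) or with R. irregularis on 1 root-part (treatment), and control roots, myc root-parts, non-myc root-parts, control shoots and treatment shoots gave 10 groups of 3 arrays. Groups were taken from the sample labels.

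The values are the authors' deposited signal intensities, on a linear scale, for which the submitters' processing notes name MAS5 (version not given in the sources used here). The 2% trimmed mean of the probe sets was between 500.13 and 500.159 on the arrays, as after scaling to a common target. The article's own comparisons used dChip model values, which were not used here. The median signal per array was between 194 and 219.94, and between 0.572% and 1.14% of the values of an array were below 1. The 3'/5' signal ratio of the actin control probe sets lay between 18.9 and 36.2 (median 26.4). It was 31.8, 36.2 and 34.9 in wild-type control shoots, above wild-type treatment shoots (25.7, 29.0 and 30.2) and nts1007 control shoots (26.8, 26.3 and 20.3). In wild-type it was also lower in myc (21.3, 19.8 and 19.8) than in non-myc root-parts (25.1, 31.6 and 22.7). In the other comparisons made the groups overlapped. Its part in the results was not tested. No 2 arrays of a group were identical (0 of 30 pairs).

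Of 37763 probe sets, 122 control probe sets and 48 others that are not named as soybean were left out, and 37593 were analysed (14928 named Gma and 22665 named GmaAffx). The planned comparison of probe sets of other organisms was not made, since the table analysed has 0 of them. Genes were taken from the platform annotation, and probe sets without a listed gene, like those the article names, are given by their ID. The keyword lists set before the data were examined could not be formed, since the annotation gives symbols without descriptions. They were replaced by 22 lists of symbols, written after the annotation had been seen and before any value was tested. Of these 19 had 5 or more probe sets: SWEET transporters, glutathione S-transferases, nodulins, flavonoid synthesis, aquaporins, MYB, WRKY, bZIP, NAC and PHR factors, photosynthesis, GASA, protease inhibitors, cytochrome P450, heat shock, defence, expansins, ribosomal proteins and jasmonate.

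Values below 1 were set to 1 and log2 was taken. With limma 3.58.1 in R 4.3.3, 1 mean per group was fitted for the 18 root arrays and for the 12 shoot arrays, with a variance trend in the moderated test, and p was adjusted by the Benjamini-Hochberg method over the soybean probe sets. Local and systemic responses needed an adjusted p under 0.05 and a fold above 2 in every comparison required, and genotype differences and differences of responses needed an adjusted p under 0.05. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, which tests a list against no change. Figures were drawn with Python 3.11.15.

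The background of an array is the 25th percentile of its soybean probe sets (53.4 to 72.3, median 60.2), a choice made after the values had been seen. The genes named were those with the largest changes, up to 10 per direction, among probe sets past the test whose groups do not overlap and that have 1 gene with an informative symbol, and every probe set the article names. Groups of 3 against 3 do not overlap by chance in 10% of probe sets. Genes outside this rule are marked as named after their values had been seen. Comparisons averaged over the root or the shoot groups were added after those of single groups had been seen.

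The steps were tested on simulated data with the means and spreads of the 18 root arrays and with independent noise. Changes were put into wild-type myc root-parts, in probe sets with a mean above a signal of 100. Changes in dimmer probe sets and deviations that arrays share were not simulated, so the shares found do not cover them. Of 100 probe sets changed 2-fold 89% were found, and of 100 changed 4-fold 99%, with 6 unchanged probe sets called and 0 calls in a comparison without change. Of simulated lists 5 of 5 raised by 0.5 on the log2 scale and 0 of 15 unchanged were called with the preset correlation, among probe sets that varied independently.

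The alternatives were set before the data were examined: adding 16 before log2, quantile normalisation, median centring, no variance trend, only the groups compared in the fit, the replicate number as a block, no or another fold limit, fewer required comparisons, t-tests without adjustment, signals relative to GmSUBI-1, and leaving out each array in turn. The t-tests for local and systemic responses, unpaired and paired, took P of 0.1 or less and a fold above 2. These are the limits of the article's methods, applied to the signals used here and not to dChip values, and without the measurement error that the article took into account. For the genotypes they were unpaired and took a change of at least 1.5-fold, as in its supplementary tables. These limits were carried over to differences of responses, with P for the difference of linear differences and the change as a ratio of ratios. A filter on dim probe sets and versions of the averaged root comparison that account for plants were added later. RT-qPCR was made on other plants and was not analysed here.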

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

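The averaged genotype comparison, its versions that account for plants, the 100 splits behind it and the test of a sequence variant in SIK1 were chosen after the results had been seen. Groups of 3 arrays were not tested for single arrays far from the rest.

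LOC100305936 was lower in wild-type than in nts1007 with both of its probe sets. Gma.10577.1.S1_at lay between 3143 and 3632 as a group mean in wild-type and between 4759 and 5929.7 in nts1007. Its log2 difference averaged over the root groups was -0.69 (adjusted p = 0.000183 from limma), and that of Gma.10577.1.S1_x_at was -0.53 (adjusted p = 2.15e-05 from limma). Averaged over the shoot groups they were -0.66 (adjusted p = 0.000693 from limma) and -0.58 (adjusted p = 0.00186 from limma). NARK (Gma.8483.1.S1_at), the receptor kinase mutated in nts1007, was higher in wild-type roots, with a log2 difference of 0.75 (adjusted p = 0.0145 from limma, and with 1 array per plant 0.224 from control roots and non-myc root-parts and 0.0435 from control roots and myc root-parts), and 0.32 in shoots (adjusted p = 0.424 from limma). These signals were noted because the article's text does not name their probe sets.

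Over the root groups 6 probe sets were higher and 25 lower in wild-type, 31 in all, from 9 arrays of 6 plants per genotype. With the plant as a random block, for which replicate numbers were read as plants, the count was 38. The correlation within these plants was -0.0914, so that block does not show which root-parts belong together. With 1 array per plant the count was 16 from control roots and non-myc root-parts, 13 of them among the 31, and 26 from control roots and myc root-parts. Over the shoot groups 4 were higher and 5 lower. No other of 100 splits gave as many as 31 in roots (1 of 100 with the real one, highest other 2). A first draw of 100 splits, redone to leave out mirrored and repeated splits, had 1 other split with 434 (2 of 100 as large with the real one, the next highest being 4), which points to a structure of the samples. What that structure is stays open, and so does its share in the root count. SIK1 (GmaAffx.82595.1.S1_at), at or below background in all wild-type groups, may carry a sequence variant under its probes in nts1007 or wild-type. The other SIK1 probe set, GmaAffx.82595.2.S1_at, differed too (adjusted p = 0.000646 from limma), but its mean in nts1007 roots was only 1.31 times background and a variant under both was not tested. GmaAffx.82595.1.S1_at was dimmer still in nts1007. Relative to GmSUBI-1 it stood at 0.00294 in control roots, 0.00446 in non-myc and 0.00307 in myc root-parts, against 0.00422, 0.00629 and 0.00553. Both differences thus rest on signals near background. The article's RT-qPCR of other plants, with both nark alleles, gave wild-type to mutant ratios of 0.25 in shoots and 0.23 in roots. The primers of that measure were designed from the target sequences of the array. Since wild-type was lower than both mutant lines, a variant of nts1007 alone would not explain these ratios. A variant that sets wild-type apart from both lines could affect both measures, and on that the RT-qPCR cannot decide. The share of a variant in the array difference stays open, together with a linked difference between the lines and an effect of NARK.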

How the results depend on the processing

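The dim filter and the versions of the averaged root comparison were chosen after the results had been seen. No value past its test changed direction. Over settings other than leaving out arrays, 145 of 218 counts stayed within 1.5 times their value and 73 moved. For single probe sets 525 of 569 values kept their direction and side of the threshold, 25 lost and 19 gained the call. With arrays left out these numbers were 133 of 192 counts, and 325 of 372 single values (32 lost the call, 7 gained it, and 8 not past the test changed sign). Another scaling moved the median of all probe sets by at most 0.0823 on the log2 scale. Signal over background limits the fold classes and the lowered probe sets. The cause was not tested unless the construction shows it.

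Adding 16 before log2 gave 0 probe sets lowered locally in nts1007, and genotype counts of 9 in control roots and 4 in myc root-parts. Quantile normalisation gave 4 for the genotypes in control shoots. Median centring gave 4 systemic in wild-type shoots, and 12 for the genotypes in treatment shoots and 0 in myc root-parts. Without a variance trend, 4 were lowered locally in wild-type, the systemic counts were 1 in wild-type roots, 1 in nts1007 roots, 2 in wild-type shoots and 0 in nts1007 shoots, and the genotype counts were 4 in non-myc root-parts, 5 in treatment shoots, 2 in control roots, 3 in control shoots and 0 in myc root-parts. With only the groups compared in the fit, which leaves fewer arrays to estimate the spread, the local counts were 63 raised and 0 lowered in nts1007 and 58 raised in both, the systemic counts 0 in nts1007 roots and 4 in nts1007 shoots, and the genotype counts 0 in non-myc root-parts, control roots, control shoots and myc root-parts. The dim filter, with fewer probe sets tested, gave 0 lowered in nts1007, and 6 for the genotypes in treatment shoots and 1 in myc root-parts.

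As a replicate block the replicate number gave 6 systemic in wild-type shoots and 17 in nts1007 shoots, and genotype counts of 4 in non-myc root-parts, 4 in control shoots and 0 in myc root-parts. A block by plant gave 1 lowered locally in nts1007. The averaged root count of 31 was 38 with a block by plant, and with 1 array per plant 16 from control roots and non-myc root-parts and 26 from control roots and myc root-parts. The numbers showed no sign of pairing the samples, though this cannot exclude it. Residuals of arrays with 1 number had a mean correlation of -0.00623 in roots (-0.195 to 0.134) and -0.0168 in shoots (-0.0708 to 0.0697), and 5 of 18 and 2 of 12 arrays correlated best with their own number. The paired t-tests given below took these numbers as pairs.

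Without a fold limit 20 were lowered locally in wild-type and 68 were systemic in nts1007 shoots, and a fold above 2 left 2 genotype differences in control shoots and 1 in myc root-parts. Without the comparison with control wild-type tissue 14 were systemic in nts1007 roots and 83 in nts1007 shoots. With only the comparison with control roots 46 were lowered in wild-type and 6 in nts1007. Unpaired and paired t-tests at the methods' limits, without adjustment, gave 195 raised and 35 lowered in wild-type and 5 lowered in nts1007, systemic counts of 216 and 35 in roots and 164 and 59 in shoots of wild-type and nts1007. At P of 0.1 or less and a change of at least 1.5-fold, the limits of the article's supplementary tables, t-tests gave genotype counts of 909 in non-myc root-parts, 706 in treatment shoots, 968 in control roots, 1120 in control shoots and 830 in myc root-parts. The same limits, carried over, gave 2285, 2382 and 2316 differences of local, systemic root and shoot responses. At that P alone a share of 0.1 of the 37593 soybean probe sets is expected without any difference. Higher in wild-type were 532 of the 909, 498 of the 706, 269 of the 968, 330 of the 1120 and 467 of the 830. After adjustment the t-tests gave 0 for each of the counts named except 1 for the shoot response.

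Leaving out 1 array in turn, the local counts ranged from 82 to 125 raised and 0 to 11 lowered in wild-type, 71 to 124 and 0 to 6 in nts1007, 69 to 107 raised in both, 37 to 48 above 5-fold and 10 to 14 at 20- to 200-fold. Systemic counts ranged from 0 to 6 in wild-type roots, 1 to 5 in nts1007 roots, 0 to 1 in wild-type shoots and 0 to 18 in nts1007 shoots. Genotype counts ranged from 2 to 9 in non-myc root-parts, 3 to 186 in treatment shoots, 0 to 461 in control roots, 0 to 14 in control shoots and 0 to 10 in myc root-parts. Differences of responses stayed at 0 for the local and systemic root response and ranged from 0 to 2 in shoots, with 1 without wild-type control shoots replicate 3 and 2 without nts1007 control shoots replicate 3.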

Differences from the paper's values

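The article's counts are at a fold above 2 and P of 0.1 or less in t-tests of dChip values, and those given here are at a fold above 2 and an adjusted p under 0.05 from limma. The article counts genes, and the counts here are of probe sets, so the units differ wherever a gene has more than 1. The article gives 25 genes raised more than 5-fold, and the count here was 45. Of the alternatives set before the data were examined, adding 16 before log2 (32) and leaving out replicate 1 of the wild-type myc root-parts (37) come within 1.5 times the article's count, and the others do not. It gives 8 raised 20- to 200-fold, and the count here was 13. Adding 16 (9), no variance trend (12), t-tests of the signals at the methods' limits (11) and 9 of the runs with an array left out (10 to 12) come within that limit, and the others do not.

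For lowered genes the article shows about 21 in wild-type in Fig. 3, read by eye, against 10 here, and no fold limit (20) alone comes within the limit. It shows about 4 in nts1007 in Fig. 3, read by eye, against 2 here. No variance trend (3), only the comparison with control roots (6), t-tests of the signals at the methods' limits (5), and leaving out replicates 1 (5) or 3 (6) of the nts1007 myc root-parts come within it, and the others do not.

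For systemic responses in shoots the article shows about 15 in wild-type and about 29 in nts1007 in Fig. 3, read by eye, against 0 and 11 here, and no alternative comes within the limit for either. In non-inoculated roots it shows about 13 in wild-type and about 7 in nts1007 in Fig. 3, read by eye, against 0 and 3 here. None comes within it for wild-type, and leaving out replicate 1 of the nts1007 non-myc root-parts (5) alone does for nts1007.

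The article describes GmNF-YA1 as controlled by NARK depending on mycorrhization, from RT-qPCR of other and more plants relative to GmSUBI-1, so the values here are not the same measure. On array signals GmaAffx.40657.1.S1_at had a lower mean in wild-type in control roots too (-0.80, adjusted p = 0.185 from limma), and the response of non-myc root-parts differed by 0.01. Relative to GmSUBI-1 its mean went from 0.0686 in control roots to 0.0556 in non-myc root-parts of wild-type and from 0.120 to 0.116 in nts1007, in the article's direction, a change that was not tested here. GmSUBI-1 itself went from 14675.7 to 16046.7 in wild-type and from 14466 to 13362.7 in nts1007. That alone lowers the ratio in wild-type and raises it in nts1007. The genotype difference of GmaAffx.40657.1.S1_at in non-myc root-parts passed only without adjustment, by a t-test at the limits of the article's supplementary tables (P of 0.1, a change of 1.5-fold). It is under the 2-fold limit of the methods, but the article weakened its criteria in the search for candidates regulated by NARK. The article finds no other NF-Y gene regulated by NARK in autoregulated roots, and here the difference for GmaAffx.66953.1.S1_at in non-myc root-parts had an adjusted p of 0.00129 from limma, with signals at or below background on all 6 arrays. It gives Gma.8502.1.S1_at a higher level in non-mycorrhizal wild-type roots than in mycorrhizal root-parts. Here that probe set was at or below background on every array (group means from 3.61 to 16.9), so no change is given. It says that GmaAffx.1082.1.A1_at might be suppressed by NARK in shoots, and here its shoot signals lay near background. The log2 difference was -0.15 in treatment shoots (0.12 without replicate 2 of wild-type) and 0.15 in control shoots, where the group means run the other way, so these values give no direction.

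Some probe sets that the article lists as differing between the genotypes passed here only under other settings. In non-myc root-parts Gma.7686.1.S1_at passed after adding 16 (adjusted p = 0.00410 from limma), relative to GmSUBI-1 (0.0126), without replicate 3 of wild-type (0.00108) and by a t-test without adjustment at the limits of the article's supplementary tables. Gma.17992.1.S1_at passed relative to GmSUBI-1 (adjusted p = 0.00710 from limma), without replicate 3 of wild-type (0.0416) and by that t-test. GmaAffx.82595.2.S1_at passed after adding 16 (0.0205) and GmaAffx.46141.1.S1_at relative to GmSUBI-1 (0.0217). The reference itself was higher in wild-type than in nts1007 in these root-parts (16046.7 and 13362.7), which by itself lowers the wild-type ratios. In treatment shoots GmaAffx.30002.1.S1_at (0.0224), GmaAffx.82595.2.S1_at (0.0156) and Gma.17992.1.S1_at (0.0264) passed without replicate 3 of wild-type, the last 2 also by that t-test. Of these, GmaAffx.82595.2.S1_at lay at or below background in the shoots of both genotypes, so no change is given for it. For myc root-parts against control roots, Gma.3440.2.S1_at passed in wild-type after adding 16 (0.0478), with quantile normalisation (0.0463) and with the dim filter chosen after the values had been seen (0.0431), and Gma.3174.1.S1_at passed in nts1007 with only the groups compared in the fit (0.0474).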

Other observations

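The tests of local colonisation and both tests on nts1007 shoots were chosen after the results had been seen, and the test of shoot tissue and the counts of other splits were not. Photosynthesis genes, which encode light-harvesting and related plastid proteins, had lower means in myc root-parts than in control roots, in 19 of 24 members in wild-type and 20 of 24 in nts1007. No member passed the limma test, and the list shift passed with a preset correlation but not with an estimated one (adjusted p = 0.746 and 0.496). A candidate explanation is shoot tissue in the control root samples. The drop was 1.65% of the members' shoot signal. This is above the limit set beforehand, 0.163%, the 10th percentile of root to shoot signal over 200 shoot-enriched probe sets. The median of that ratio was 1.91%, above the drop, so the outcome rests on the lowest ratios alone and cannot decide. Shoot tissue in the control roots stays open. Local colonisation may lower the photosynthesis genes, since the list median was also below 0 against non-myc root-parts of the same plants (-0.81 in wild-type and -0.34 in nts1007). There 21 and 19 of 24 members were lower, with an adjusted p of 0.728 and 0.944 (camera with an estimated correlation). In wild-type the non-myc root-parts were close to control roots (median -0.08). In nts1007 they were lower too (-0.33, adjusted p = 0.0349 with the preset and 0.668 with an estimated correlation), so local colonisation leaves about that part of the -0.66 there unexplained. Light reaching the roots was not tested and stays open. The median of the 200 shoot-enriched probe sets was -0.49 and -0.50, a fall that shoot tissue in the control roots would give too. The list deviated most on replicate 3 of the nts1007 myc root-parts (-1.35).

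Shoots of nts1007 had 380 probe sets changed by treatment and those of wild-type 0, while the difference of the responses was not shown for any. A response shared with wild-type may account for this, since 86.1% of the 380 moved the same way in wild-type, but another of the 10 splits of the wild-type shoots reached 83.7%, so it cannot be told apart from variation between plants. The median change was 0.69 in nts1007 and 0.27 in wild-type in the same direction. Over all probe sets 54.0% moved the same way. For 204 of the 380 the responses differed at an unadjusted p under 0.05 from limma, but the 380 were selected by their change in nts1007. Control shoots of nts1007 that stand apart from both wild-type groups are a candidate explanation too, and the 55.3% of the 380 whose control mean lay farther from wild-type than the treatment mean leaves it open.

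Among 100 splits each, no other split gave a local count as large as the real one: raised in wild-type 124 (1 as large with the real one, highest other 1), lowered in wild-type 10 (1, highest other 1), raised in nts1007 108 (1, highest other 0), raised in both 96 (1, highest other 0), above 5-fold 45 (1, highest other 0) and 20- to 200-fold 13 (1, highest other 0). A draw of 100 can miss a split with a high count, as in the averaged root comparison (highest other 434 in the first draw and 2 in the second). Chance is thus made unlikely and not excluded. The 10 lowered in wild-type became 0 without replicate 2 of the wild-type control roots. For the 2 lowered in nts1007, 4 of 100 splits are as large with the real one, another split also gives 2, and both probe sets lie at or below background in every root group, so nothing rests on that count. For differences of the local, systemic root and shoot responses the real count is 0, so each of the 100 splits is as large by definition and nothing about chance follows (highest other 1, 2459 and 2). The 2459 point to a structure of the samples. For groups of 3 against 3 the 10 splits are too few for a share under 0.05. The real and the highest other counts were 0 and 204 for systemic responses in wild-type roots (10 as large), 3 and 0 in nts1007 roots (1), 0 and 1 in wild-type shoots (10) and 11 and 0 in nts1007 shoots (1). For the genotypes they were 7 and 3 in non-myc root-parts (1), 3 and 1 in treatment shoots (1), 5 and 595 in control roots (2), 7 and 0 in control shoots (1) and 2 and 3 in myc root-parts (2). The 204 and the 595 point to a structure of the samples.

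The first component of the residuals within groups held 27.2% of their variance in roots and 22.9% in shoots. The split of control roots that gave 595 followed it. That split set the arrays with positive scores (0.42, 0.16 and 0.08) against those with negative scores (-0.28, -0.14 and -0.23). The split that gave 204 did not follow it on every array. What causes the component was not tested. In roots 2 probe sets of PR-10, a pathogenesis-related gene, were among the leading ones, with others of CYP82A2, a cytochrome P450, and CHIA1, a chitinase. PR-10 (GmaAffx.89772.10.A1_s_at) had signals of 2004.5, 97.0 and 499 on the arrays of wild-type control roots and 11.1, 452 and 559.5 on those of non-myc root-parts. Gma.12173.1.S1_at had lower means in control plants of nts1007 (2372 in roots, 496 in shoots) than in its non-myc root-parts (6141) and treatment shoots (2418). Among lists, aquaporins differed between the genotypes in non-myc root-parts by a median of 0.26 (adjusted p = 1.96e-06 with the preset and 0.309 with an estimated correlation). This is not particular to aquaporins, since the photosynthesis list, fixed as markers of shoot tissue, differed there by 0.79 (adjusted p = 9.72e-06 and 0.595) and ribosomal proteins by 0.30 (1.96e-06 and 0.309). What these shifts share was not tested.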
